# Galectin-3 protects distal convoluted tubules in rhabdomyolysis-induced kidney injury

**DOI:** 10.1007/s00424-024-02987-0

**Published:** 2024-07-23

**Authors:** Vera A. Kulow, Robert Labes, Claudia S. Czopek, Christian Rosenberger, Michael Fähling

**Keywords:** AKI, Advanced glycation end products, Rhabdomyolysis, Lgals3, Apoptosis

## Abstract

Advanced glycation endproducts (AGEs) contribute to cellular damage of various pathologies, including kidney diseases. Acute kidney injury (AKI) represents a syndrome seldom characterized by a single, distinct pathophysiological cause. Rhabdomyolysis-induced acute kidney injury (RIAKI) constitutes roughly 15% of AKI cases, yet its underlying pathophysiology remains poorly understood. Using a murine model of RIAKI induced by muscular glycerol injection, we observed elevated levels of AGEs and the AGE receptor galectin-3 (LGALS3) in the kidney. Immunofluorescence localized LGALS3 to distal nephron segments. According to transcriptomic profiling via next-generation sequencing, RIAKI led to profound changes in kidney metabolism, oxidative stress, and inflammation. Cellular stress was evident in both proximal and distal tubules, as shown by kidney injury markers KIM-1 and NGAL. However, only proximal tubules exhibited overt damage and apoptosis, as detected by routine morphology, active Caspase-3, and TUNEL assay, respectively. In vitro, distal convoluted tubule (DCT) cells challenged with AGEs underwent apoptosis, which was markedly enhanced by *Lgals3* siRNA treatment. Thus, in RIAKI, the upregulation of LGALS3 may protect the distal nephron from AGE-mediated damage, while proximal tubules lacking LGALS3 stay at risk. Thus, stimulating LGALS3 in the proximal nephron, if achievable, may attenuate RIAKI.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00424-024-02987-0.

## Introduction

Advanced glycation endproducts (AGE) promote cell damage [38]. They have garnered attention due to their potential role in inflammation [2], oxidative stress [39, 49], and cellular dysfunction [49]. AGEs are complex molecules, formed by non-enzymatic reactions between reducing sugars and proteins, lipids, or nucleic acids [42]. Typically, AGEs can be produced from external sources, such as food processing at high temperatures, or endogenously through various pathways, including the Hodge pathway (resulting from the autoxidation of Amadori products), the Namiki pathway (stemming from the degradation of amino acids or lipids and the cleavage of dicarbonyl compounds from aldimines), and the Wolff pathway (which involves the formation of carbonyls following the autoxidation of monosaccharides like glucose, fructose, ribose, and glyceraldehyde) [37, 56, 57]. Methylglyoxal serves as the predominant endogenous mediator responsible for the synthesis of AGEs, found ubiquitously across all cells [42]. Accordingly, AGEs have been implicated in various pathologies, including diabetes [3, 53], cardiovascular diseases [40, 41], and chronic kidney disease [44, 55]. AGEs exert their biological effects through interactions with specific receptors, most notably RAGE, which are widely expressed in various cell types, including renal cells [8]. Next to RAGE, there are several known AGE-receptors including DDOST (OST-48, AGE-R1), PRKCSH (80 K-H, AGE-R2), and galectin-3 (LGALS3, AGE-R3) [48], which have been shown to form complexes and interact with each other. Nevertheless, their mechanistic properties and potential role in kidney diseases have not been sufficiently elucidated [53]. AGE clearance occurs in the kidney and, thus, this organ is particularly vulnerable to AGE-mediated damage [15]. In humans, the level of circulating AGEs aligns with the risk of chronic kidney disease (CKD) and all-cause mortality [26, 31]. Initial investigations into the connections between AGEs and kidney damage were also carried out in acute kidney injury caused by ischemia–reperfusion [30], representing the most popular AKI model. However, the spectrum of AKI is very variable with approximately 21 different etiologies [1]. In this spectrum, rhabdomyolysis-induced AKI (RIAKI) accounts for approximately 15% of total causes [48]. Mechanistically, myoglobin, released from damaged muscle tissue, leads to tubular obstruction and oxidative stress [19, 47], ultimately culminating in AKI [17, 19].

The transcriptomic signature of RIAKI indicates that AGEs could be an important driver of this particular form of cell damage. Indeed, we found widespread and abundant AGEs in RIAKI kidneys. AGE receptor LGALS3 was exclusively upregulated in the distal nephron, a segment protected from acute injury despite being exposed to stress. Since in vitro LGALS3 downregulation exacerbated AGE-induced apoptosis, LGALS3 may serve as a new renoprotective factor.

## Materials and methods

### Animals

Animal experiments were approved by local authorities (Landesamt für Gesundheit und Soziales, Berlin: L0206/20) and carried out in line with the guidelines of the American Physiological Society. Male C57BL/6NCrl mice (24–31 g body weight) were fed a standard rodent chow and had free access to drinking water.

### Rhabdomyolysis-induced acute kidney injury (RIAKI)

In order to induce RIAKI, drinking water was withheld for 19 h, followed by IM injection of either 50% glycerol (0.05 ml per 10 g body weight; *N* = 10) or saline (sham controls; *N* = 10) into the left hind limb under isoflurane anesthesia. For pain management, Rimadyl© (5 mg/kg body weight *i.p.*) was administered at 0 and 3 h. At 24 h, blood was obtained from the mandibular venous plexus. Mice were euthanized by cervical dislocation, and kidneys were snap-frozen or immersion-fixed in 4% paraformaldehyde for 24 h.

### Blood parameters

Plasma creatinine levels were measured by Labor Berlin—Charité Vivantes GmbH (Berlin Germany).

### Cell culture experiments

Mouse distal convoluted tubular (DCT) cells (209/MDCT; #CRL-3250; ATCC, USA; passage 3 up to 15) were used for in vitro experiments. Cells were cultured at 37 °C and 5% CO_2_, using RPMI-1640 Medium (Sigma-Aldrich, USA), supplemented with 10% (v/v) fetal bovine serum (Biochrom GA, Germany), 1% (v/v) penicillin–streptomycin (10,000 U/mL, Thermo Fisher Scientific, USA), and 1% (v/v) L-glutamine solution (200 mM, Sigma-Aldrich, USA).

*Lgals3* knockdown was achieved by transfecting cells with 25 nM of ON-TARGETplus *Lgals3* (#L-041097–01-0050, Horizon Discovery Ltd., UK) directed siRNA pool and compared to mock transfection using 25 nM ON-TARGETplus non-targeting control pool (mock, #D-001810–10-20, Horizon Discovery Ltd., UK). DharmaFECT 1 Transfection Reagent (Horizon Discovery Ltd., UK) was applied for transfection according to the manufacturer’s protocol. Briefly, siRNA pool and DharmaFECT 1 transfection reagent were diluted in serum-free medium, mixed, and incubated for 20 min at room temperature before adding to the cells.

To test the effect of AGEs, cells were treated with either 200 µg/ml AGE-BSA (Cayman Chemical, USA) or normal BSA (Carl Roth GmbH, Germany) as a control. After 24 h of transfection, cells were exposed to BSA or AGE-BSA, respectively, for another 24 h. Then, cells were harvested with RNA-STAT-60 (Tel-Test Inc., USA) for RNA isolation or used for TUNEL assay analysis.

### Quantitative PCR

RNA extraction from frozen kidney samples was performed using RNA-STAT-60 (Tel-Test, Inc. USA) according to the manufacturer’s instructions followed by cDNA synthesis with random primers and Superscript II reverse transcriptase (Thermo Fisher Scientific Inc., USA).

qPCR was performed as described in Labes et al*.* [24]. Triplicate analyses were conducted, and their mean values were normalized against *18S rRNA* using the ΔΔCt-method. Primer sequences are shown in Supplementary Table 1.

### Next-generation sequencing (NGS)

For high-throughput 3′ transcriptome analysis, RNA was extracted as described. For next-generation sequencing, the QIAGEN Genomic Services (https://www.qiagen.com/us/applications/next-generation-sequencing/genomic-services/rna-sequencing-services/mrna-ngs-seq-service) was engaged. The QIAseq UPX 3′ Transcriptome Kit (QIAGEN) was used for library preparation, converting 2.5 µl purified RNA into cDNA NGS libraries. During reverse transcription, each sample received a unique ID, and each RNA molecule was tagged with a unique molecular index (UMI). Library quality control utilized capillary electrophoresis (Agilent DNA 7500 Chip, Agilent Technologies, Inc., USA), and quantification was done using qPCR. Libraries meeting quality standards were equimolarly pooled. Sequencing was performed on a NextSeq 500 (Illumina, Inc., USA) instrument following manufacturer instructions (100 bp read length for read 1, 27 bp for read 2). Raw data was demultiplexed using bcl2fastq2 software (Illumina, Inc., USA), and FASTQ files were generated for each sample. Demultiplexed sequencing reads were processed using the “Demultiplex QIAseq UPX 3′ reads” tool of CLC Genomics Workbench 21.0.4. The “Quantify QIAseq UPX 3′ workflow” was applied with default settings, annotating reads with UMIs, trimming for poly(A) and adapters, and deduplicating based on UMIs. Reads were then mapped to the mouse genome GRCm38 v. 80 and annotated using ENSEMBL GRCm38 v. 86 gene annotation. Differential expression analysis was performed using the “Empirical analysis of DGE” algorithm of CLC Genomics Workbench 21.0.4, implementing the “Exact Test” for two-group comparisons by Robinson and Smyth [45] and incorporated in the EdgeR Bioconductor package [52]. Genes with at least 10 counts summed across all samples were considered for unsupervised analysis. Raw count matrices underwent variance stabilizing transformation using the vst function of the R package DESeq2 version 1.28.1.

### Gene set enrichment analysis

For gene set enrichment analysis (GSEA), the SetRank package [52] for R was used. The analysis was carried out according to the provided instructions (https://cran.r-project.org/web/packages/SetRank/vignettes/vignette.pdf) with the hallmark annotation tables from MSigDB [25]. All mapped genes were used as background set. For building the set collection, a maxSetSize of 500 was used. SetRank analysis was performed with ranks and a FDR cutoff of 0.01. Data were visualized using the GOplot package [59] for R.

### Morphological studies

Kidney sections were prepared from paraffin-embedded samples and processed for staining after deparaffinization and rehydration. Staining methods included immunofluorescence (IF), immunohistochemistry (IHC), periodic acid–Schiff (PAS), and TUNEL assay. Antibodies employed are listed in Supplementary Table 2. Except for PAS staining, slices were cooked in a pressure cooker (WMF, Germany) for 12 min in Target Retrieval Solution (Agilent Technologies, Inc., USA).

Specifically, for PAS staining, rehydrated slices were treated with the PAS-staining kit from Morphisto according to the manufacturer’s protocol (Cat. #12153.00500, Morphisto GmbH, Germany). Stained slices were dehydrated and mounted with a synthetic mounting medium (Roti®Histokitt II, Cat. #T160.1, Carl Roth GmbH, Germany). For IHC and IF, unspecific proteins were blocked for 1 h at room temperature with RTU horse serum (Vector Laboratories, USA) (IHC) or 5% skimmed milk in TBS-T (IF). Primary antibodies were diluted in RTU horse serum (IHC) or antibody-diluent (Agilent Technologies, Inc., USA) (IF) and incubated overnight at 4 °C, followed by incubation with an HRP conjugated secondary antibody (Vector Laboratories, USA) for 1 h at room temperature. For IHC, slices were developed with DAB (3, 3′-diaminobenzidine, Vector Laboratories, USA) under visual control. Stained slices were mounted using Immu-MountTM (Thermo Fisher Scientific, USA). Images were recorded using an Eclipse Ti2-A microscope and a DS-Ri2 camera controlled through the NIS-Elements software (Nikon, USA). To obtain large images, single images were recorded and stitched together afterward.

### TUNEL staining

For terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining, both kidney slices and adherent DCT cells were tested. Kidney slices were incubated in TUNEL solution (In Situ Cell Death Detection Kit, TMR red; Roche, Switzerland) along with the primary antibody, followed by washing steps in TBS-T and subsequent application of the secondary antibody diluted in antibody-diluent (Agilent Technologies, Inc., USA). The stained slices were mounted using Immu-Mount™ (Thermo Fisher Scientific Inc., USA). Similarly, adherent DCT cells were fixed with paraformaldehyde (4% in 1 × PBS) and permeabilized with 0.1% Triton X-100 in 0.1% sodium citrate. After washing, the TUNEL reaction mixture was added and incubated according to the manufacturer’s protocol. Hoechst 33342 (Thermo Fisher Scientific Inc., USA) was used for nuclear counterstaining, and the percentage of TUNEL-positive cells relative to the total cell count was calculated for data interpretation.

### Western blotting

Western blotting was performed as described in Labes et al*.* [24]. Membranes were incubated with primary antibodies (listed in Supplementary Table 2) at 4 °C overnight, followed by incubation with a secondary antibody for 1 h at room temperature. Protein signals were visualized using a chemiluminescence solution (WesternBright Chemilumineszenz Substrat Sirius, Biozym, Germany) and a Chemostar Imager (Intas Science Imaging Instruments GmbH, Germany). Subsequently, membranes were stripped and reprobed using a class IIb β-tubulin antibody (anti-Tubb2B, proteintechTM, #10063–2-AP), which served as a loading control.

### Quantification and statistical analysis

The GraphPad Prism software (Version 8, USA) was used for all statistical analyses. Identification of outliers was done by the ROUT method (*Q* = 5%) [32]. For the analysis of two groups, the normal distribution was tested with the Kolmogorov–Smirnov test. If data were normally distributed and equal SD could be assumed (largest SD difference < twofold), an unpaired Student’s *t* test was used. If equal SD could not be assumed (largest SD difference > twofold), Welch’s *t* test was performed. For data that did not follow a Gaussian distribution, the nonparametric Mann–Whitney test (equal SD) or Kolmogorov–Smirnov test (equal SD not assumed) was used. When comparing 4 groups, the ordinary one-way ANOVA followed by Tukey’s post-hoc test was applied. Data were visualized by boxplots with median, lower and upper quartile, and minimum and maximum range of values as whiskers. Dots represent single values. *p*-values below 0.05 were considered significant.

## Results

### Rhabdomyolysis leads to profound functional and morphological kidney damage

Twenty-four hours after induction of RIAKI [14], PAS staining revealed tubular damage such as loss of brush border, cell disruption, loss of cell integrity, tubular cast formation and necrosis (Fig. 1a, Supplementary Fig. 1a–d), plasma creatinine was elevated (Fig. 1b), and cellular injury markers KIM-1 and NGAL appeared de novo (Fig. 1c–f, Supplementary Fig. 1e, f).

**Fig. 1:**
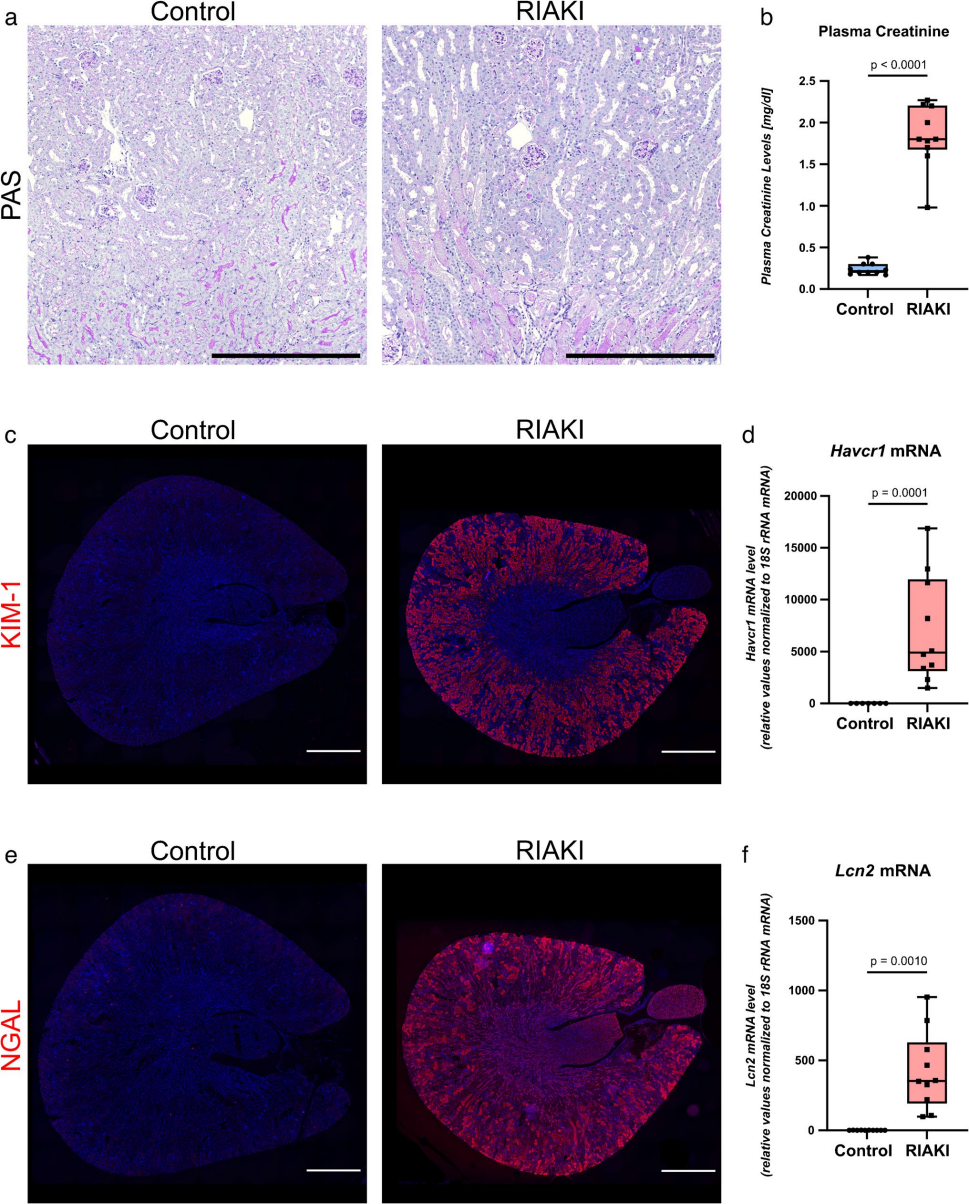
Assessment of renal injury following RIAKI (24 h). **a** Periodic acid-Schiff staining, **b** plasma creatinine; **c**, **e** immunofluorescence staining for kidney injury markers KIM-1 and NGAL in mouse kidneys 24 h after induction of RIAKI; Scale bar: 1000 µm. **d**, **f** qPCR analysis for *Havcr1* (gene for KIM-1) and *Lcn2* (gene for NGAL). RIAKI is confirmed by conventional histology, plasma creatinine, and kidney injury markers. Box plots show the median with lower and upper quartile as box. Whiskers show the minimum and maximum values. Dots represent single values. Statistical analysis was performed using either Welch’s *t* test (passed normality test with no equal SD) or Kolmogorov–Smirnov test (did not pass normality test and no equal SD). Adjusted *p*-values are shown

Double staining with nephron-specific markers (megalin for PT, NKCC2 for TAL, calbindin for DCT and CNT, aquaporin-2 for CNT and CD; Fig. 2) demonstrated KIM-1 exclusively in the PT, consistent with its role as a PT-specific marker [18] (Fig. 2a), while NGAL was expressed de novo throughout the nephron (Fig. 2b). However, active caspase-3 and TUNEL signals revealed apoptotic cells only in the PT (Fig. 2c, d).

**Fig. 2:**
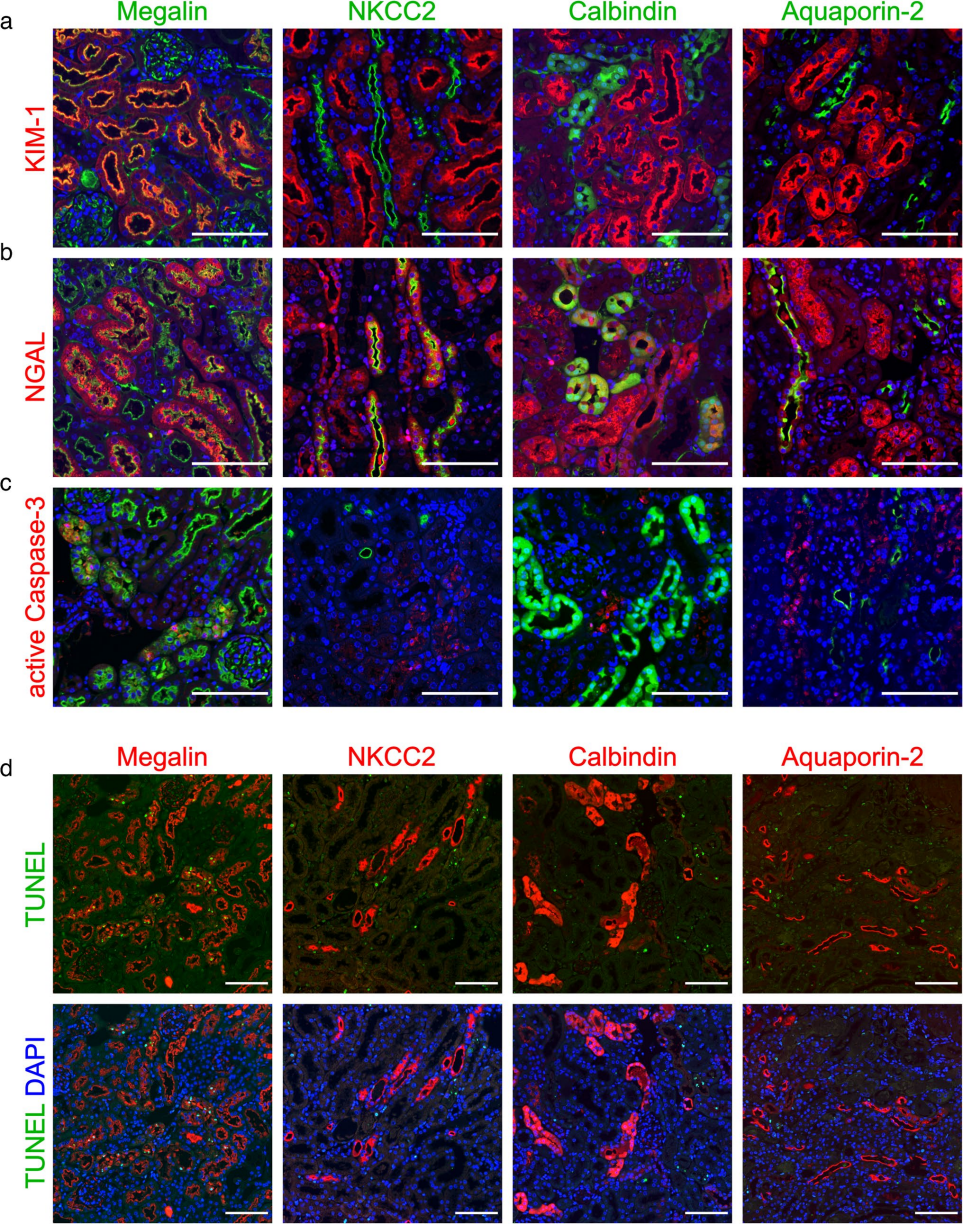
Localization of kidney injury and apoptosis in RIAKI. Immunofluorescence on mouse kidneys 24 h after induction of RIAKI. No markers for kidney injury or apoptosis were observed in controls (not shown), but prominent staining was evident in RIAKI. Double staining for nephron segment markers (green in **a** to **c**, red in **d**) megalin (PT), NKCC2 (TAL), calbindin (DCT and CNT), and aquaporin-2 (CNT and CD), respectively, with either KIM-1 (red in **a**), NGAL (red in **b**), active caspase-3 (red in **c**), or TUNEL assay (green in **d**). KIM-1, active caspase-3, and TUNEL signals appeared in PT, whereas NGAL appeared throughout the nephron. Scale bars: 100 µm

In summary, rhabdomyolysis resulted in AKI within 24 h, primarily affecting the PT, as evidenced by elevated damage markers and apoptotic cells.

### The RIAKI-transcriptome

The transcriptome of RIAKI was examined through next-generation sequencing (NGS), revealing 6016 regulated genes, with 2883 showing upregulation (refer to Table 1 for the top 10) and 3133 showing downregulation (refer to Table 2 for the top 10). 

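Kidney RNA from 6 RIAKI mice and 6 control mice was sequenced 24 h after the injection of glycerol or saline, with 1 library per mouse. The libraries were made with the QIAseq UPX kit, which reads the 3′ end of each transcript and tags each RNA molecule with a unique molecular index (UMI). The deposited tables list, for 41740 genes and for each library, the UMI-deduplicated reads over exons. The authors made these counts with CLC Genomics Workbench 21.0.4 from reads mapped to GRCm38 with the Ensembl annotation. The total count per library ranged from 1579157 to 1911871 in RIAKI (median 1728535.5) and from 1673329 to 2073959 in controls (median 1858278). Mitochondrial ribosomal RNA took 34.1% to 58.9% of the counts in RIAKI and 36.6% to 52.7% in controls, and no difference between the group means was detected (2-sided exact permutation test, p = 0.665). The share of hemoglobin transcripts was 0.223% ± 0.134 (SD, n = 6) in RIAKI and 0.377% ± 0.0592 (SD, n = 6) in controls (2-sided exact permutation test, p = 0.0346). Genes with at least 10 counts summed over the 12 libraries were scaled by TMM and tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjusted p-values over 13536 genes. Levels are given in CPM, counts scaled by TMM to a common library size, and differences as the log2 fold change of RIAKI over control with its standard error (SE). Gene lists for pathways and cell types were written by hand from textbook knowledge and are not the Hallmark sets of the paper. Each list was compared with all other genes by limma's camera with a preset correlation between genes, and the set test was repeated with a correlation estimated from the libraries. In data simulated at this depth, the test called 40 of 50 genes with a 2-fold change and 14 of 50 genes with a 1.5-fold change. These genes were drawn from those expected at 10 or more counts per library, so the shares do not hold for genes with fewer counts. Far fewer genes changed in the simulation than in these kidneys, which makes the adjustment harder to pass, so the shares can differ here.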

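At 24 h, 2357 genes were higher and 2551 genes were lower in RIAKI kidneys than in control kidneys. That makes 4908 differentially expressed genes of 13536 tested (adjusted p under 0.05, edgeR's quasi-likelihood test). The paper counts 6016 regulated genes, and the exact test named in its methods gave 4861 here. Why these counts differ was not tested. Among the lower genes of Table 2, Slc12a1, which encodes the sodium-potassium-chloride cotransporter NKCC2 of the thick ascending limb, fell from 107 ± 15.0 CPM (SD, n = 6) to 5.28 ± 0.721 CPM (SD, n = 6), a log2 fold change of −4.30 (SE 0.18). Egf, which encodes epidermal growth factor, had a log2 fold change of −4.48 (SE 0.19), and Calb1, which encodes calbindin, one of −2.88 (SE 0.14). Gatm, an enzyme of creatine synthesis, fell by 3.51 on the log2 scale. Also in Table 2, Wfdc15b, Slc7a13, Nat8f1, Akr1c21 and Ttc36 lay between −3.63 for Wfdc15b and −3.10 for Ttc36. In Table 1, Gsta1 had a log2 fold change of 5.90 (SE 0.31), Plin2, which coats lipid droplets, one of 3.97 (SE 0.16) and the metallothionein gene Mt2 one of 3.56 (SE 0.19). The paper chose the genes of both tables on these libraries, so their direction is not independent evidence. Outside the tables, the 10 higher genes with the smallest p-values whose groups did not overlap included Plaur, the urokinase receptor, with a log2 fold change of 3.98 (SE 0.22), the fibrinogen gene Fgg with 4.35 (SE 0.24), the heat shock gene Hspa1b with 4.65 (SE 0.28) and the transcription factor gene Klf6 with 3.00 (SE 0.17). Eif4ebp1, Cyp2a5, Anxa2, Gm3776, Eif6 and Tuba1c made up the rest. The 10 lower genes chosen in this way included Ass1, the argininosuccinate synthase (−2.29, SE 0.14), Pdzk1, which anchors transporters in the brush border (−2.50, SE 0.15), Amacr, a racemase of peroxisomes and mitochondria (−2.85, SE 0.17), and Gcnt1 (−2.86, SE 0.15). Hykk, Ascc1, Hsd3b4, Cmbl, Mettl7a2 and Pbld1 made up the rest. The groups did not overlap in 2618 genes (19.3%), where chance gives 0.216%. Several of these values are uncertain because reads are shared with similar genes: only 26.0% of the exon reads of Gsta1, 22.2% of Gm3776, 62.1% of Tuba1c, 50.5% of Mettl7a2 and 0% of Hsd3b4 mapped to a single place. Egf, Nat8f1, Ttc36, Ascc1, Hsd3b4, Mettl7a2 and Pdzk1 overlap another gene with counts, and the strand was not used to tell them apart here.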

Notably, the damage markers *Havcr1* (Kim-1) and *Lcn2* (Ngal) were among the top 10 upregulated genes (Table 1). 

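Havcr1, which encodes the injury marker KIM-1 of the proximal tubule, lies on chromosome 11 of GRCm38 from 46735080 to 46779578 (gene ENSMUSG00000040405). Its level was 714 ± 178 CPM (SD, n = 6) in RIAKI and 20.1 ± 3.48 CPM (SD, n = 6) in controls, a log2 fold change of 5.15 (SE 0.19) with an adjusted p of 4.32e-18 from edgeR's quasi-likelihood test. No gene had a smaller p-value. Lcn2, which encodes the iron-binding protein NGAL, lies on chromosome 2 of GRCm38 from 32384633 to 32388252 (gene ENSMUSG00000026822). It rose from 6.88 ± 2.53 CPM (SD, n = 6) to 206 ± 50.8 CPM (SD, n = 6), a log2 fold change of 4.91 (SE 0.22) with an adjusted p of 1.39e-16 from the same test. Of 19 listed markers of injured tubule cells, 17 were higher, 0 were lower and 2 did not pass the test (18 higher and 0 lower adjusted over the list alone). The median log2 fold change of this list was 3.00 (set test, adjusted p = 1.78e-19), and 6 of its members stand in Table 1 and are not independent evidence. Clu, a secreted chaperone, had a log2 fold change of 2.84 (SE 0.18), the cell cycle inhibitor gene Cdkn1a one of 4.71 (SE 0.32) and Cd44, a receptor for hyaluronan, one of 3.00 (SE 0.44).

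**Figure D1:**
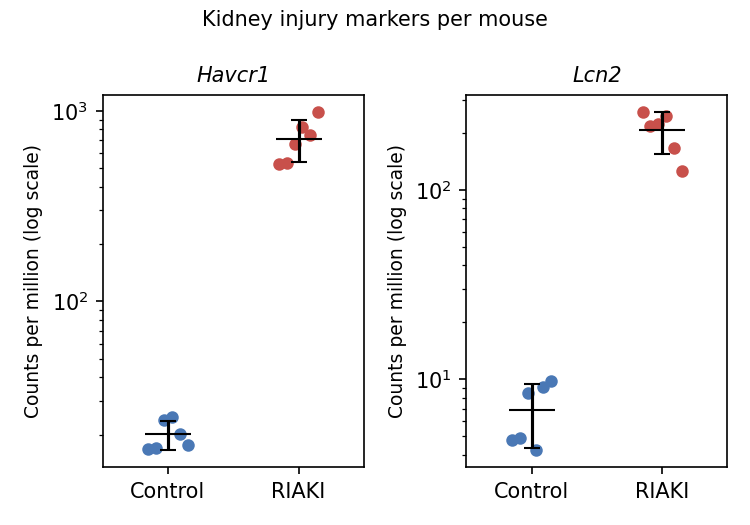
CPM of Havcr1 and Lcn2 (vertical axes, log scale) in control and RIAKI kidneys. Each point is 1 mouse, and the bars are the mean and SD of 6 mice. Havcr1 lay between 529 and 987 CPM in RIAKI and between 16.9 and 24.7 CPM in controls.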

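Osteopontin, a secreted matrix protein, is encoded by Spp1. This transcript rose from 348 ± 29.9 CPM (SD, n = 6) in controls to 3867 ± 661 CPM (SD, n = 6) in RIAKI, a log2 fold change of 3.47 (SE 0.17). Tnfrsf12a, which encodes the TWEAK receptor Fn14, was at 239 ± 17.9 CPM (SD, n = 6) in RIAKI and at 15.3 ± 1.89 CPM (SD, n = 6) in controls. Its log2 fold change was 3.95 (SE 0.15). Tsc22d1, a leucine zipper gene, had 695 ± 67.3 CPM (SD, n = 6) in RIAKI against 93.7 ± 7.72 CPM (SD, n = 6) in controls, and Krt20, an intermediate filament gene, had 132 ± 34.1 against 4.59 ± 1.45 CPM (SD, n = 6 each). The log2 fold changes were 2.89 (SE 0.14) and 4.85 (SE 0.22). For each of these 4 genes, every RIAKI mouse lay above every control mouse, and the adjusted p-values from edgeR's quasi-likelihood test ranged from 4.32e-18 for Tnfrsf12a to 5.31e-16 for Tsc22d1.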

Significantly, five of the top 10 markedly upregulated genes (*Spp1*, *Tnfrsf12a*, *Lgals3*, *Tsc22d1*, *Krt20*) play crucial roles in apoptosis. 

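Genes of peroxisomes, bile acid metabolism and the proximal tubule fell in RIAKI, and genes of ribosome biogenesis and of the mesenchymal program rose. Of 42 peroxisome genes, 29 were lower and 0 were higher (0 higher and 32 lower adjusted over the list alone), with a median log2 fold change of −0.85 (set test, adjusted p = 7.01e-11). Pecr, a reductase of fatty acid elongation in peroxisomes, had a log2 fold change of −2.89 (SE 0.18) and the oxidase gene Hao2 one of −2.82 (SE 0.21). Of 16 genes of bile acid metabolism, 13 were lower and 1 was higher (1 higher and 14 lower adjusted over the list alone), with a median of −1.44 (adjusted p = 6.18e-07). Cyp7b1, an oxysterol hydroxylase, had a log2 fold change of −2.56 (SE 0.20). Of 25 genes of cholesterol synthesis, 14 were lower, among them Hmgcs1 (−1.92, SE 0.16) and Idi1 (−2.00, SE 0.18), and 3 were higher (3 higher and 14 lower adjusted over the list alone). This list had an adjusted p of 0.000991, and its adjusted p was 0.0534 with an estimated correlation. In the same kidneys, markers of the proximal tubule fell. Of 16 markers of its S1 and S2 segments, 15 were lower and 0 were higher (0 higher and 15 lower adjusted over the list alone), with a median of −1.93 (adjusted p = 1.17e-11). Slc34a1, the sodium-phosphate cotransporter, had a log2 fold change of −2.11 (SE 0.16). All 8 markers of the S3 segment were lower (0 higher and 8 lower adjusted over the list alone), with a median of −2.34 (adjusted p = 2.12e-07), among them Acy3 (−2.34, SE 0.18). Of 30 MYC-induced genes of ribosome biogenesis, 22 were higher and 0 were lower (22 higher and 0 lower adjusted over the list alone), with a median of 1.13 (adjusted p = 3.04e-10). The nucleolin gene Ncl had a log2 fold change of 1.24 (SE 0.14). Of 38 genes of the epithelial to mesenchymal transition, 23 were higher and 0 were lower (24 higher and 2 lower adjusted over the list alone), with a median of 1.14 (adjusted p = 1.57e-08). Timp1, an inhibitor of metalloproteinases, had a log2 fold change of 4.45 (SE 0.30) and Thbs1, thrombospondin, one of 2.60 (SE 0.25). Of 21 genes of TGF-β signaling, 12 were higher and 2 were lower (13 higher and 3 lower adjusted over the list alone), with an adjusted p of 0.000233. Of 21 genes of coagulation and fibrinolysis, 12 were higher and 6 were lower (12 higher and 6 lower adjusted over the list alone), with an adjusted p of 0.00269, and the Reactome set for the clotting cascade was not called (0.115). The fibrinogen genes Fga and Fgb had log2 fold changes of 4.08 (SE 0.27) and 4.06 (SE 0.29), and Proc, the gene of the anticoagulant protein C, one of −1.22 (SE 0.17). Of 32 genes of the unfolded protein response, 17 were higher and 1 was lower (18 higher and 2 lower adjusted over the list alone), with a median of 0.93. Atf4 had a log2 fold change of 1.76 (SE 0.18) and Ppp1r15a, a subunit of the phosphatase that acts on eIF2α, one of 3.42 (SE 0.35). The adjusted p of this list was 1.35e-06, and the adjusted p was 0.175 with an estimated correlation and 0.169 with the Reactome set. Of 16 G2/M genes, 2 were higher, 1 was lower and 13 did not pass the test (2 higher and 1 lower adjusted over the list alone) (adjusted p = 0.713). The Reactome set for mitotic prometaphase was called as higher (set test, adjusted p = 0.0270).

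**Figure D2:**
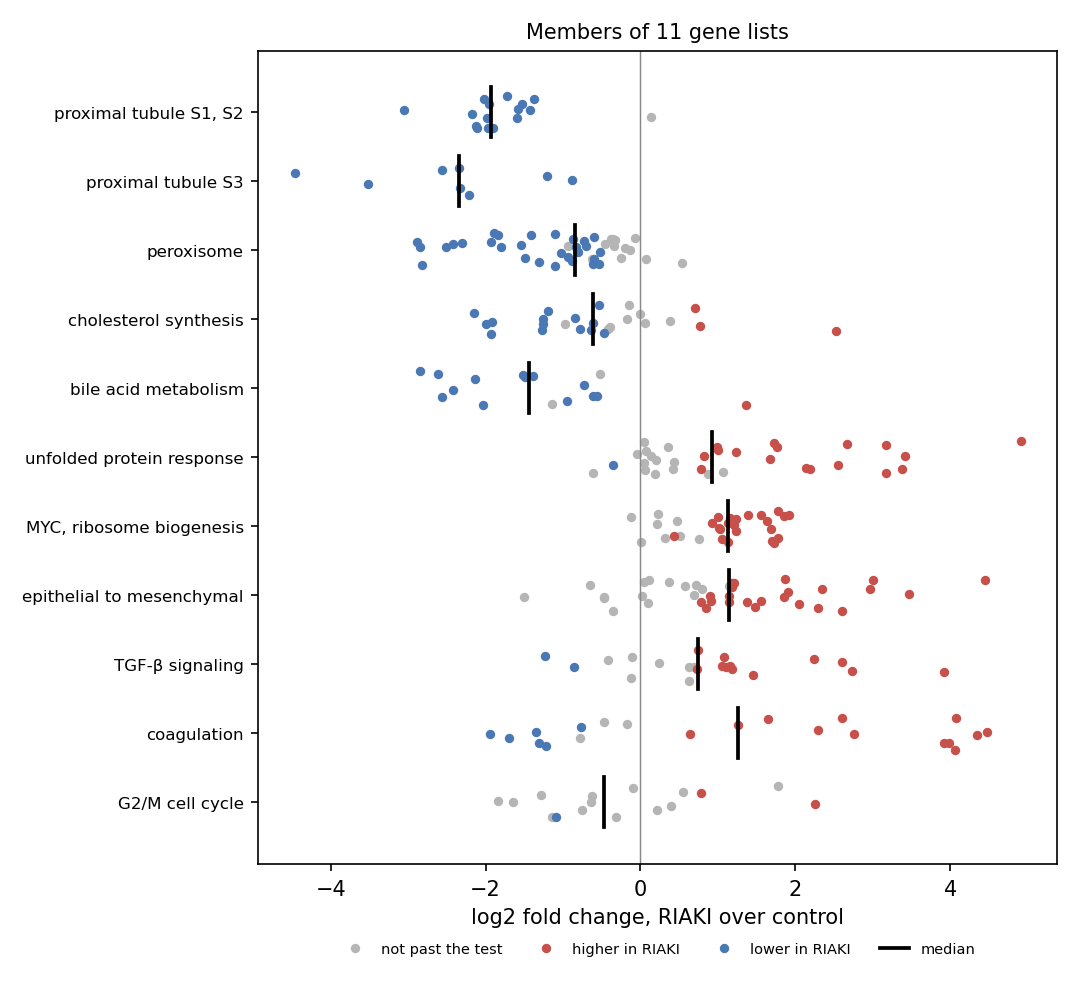
Log2 fold change of RIAKI over control (horizontal axis) for the members of 11 gene lists (rows). Each point is 1 gene, red where it was higher, blue where it was lower and grey where it did not pass the test, and the black line is the median of the list. All markers of the proximal tubule S3 segment lie below 0.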

Pathway analysis utilizing Hallmarks annotation from MSigDB [25] identified regulation of 26 pathways in RIAKI (Fig. 3). These pathways include apoptotic pathways (“apoptosis,” “P53”), responses to cellular metabolic stress (“hypoxia,” “oxidative phosphorylation,” “Mtorc1 signaling,” “reactive oxygen species”), and those involved in the immune system (“Tnfα signaling via Nfκb,” “complement,” “Il2 Stat5 signaling”).

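In RIAKI kidneys, most listed NF-κB and immediate early target genes were higher and all listed nuclear genes of oxidative phosphorylation were lower. The lists for apoptosis, hypoxia, mTORC1, the removal of reactive oxygen species and complement held genes that moved in both directions. NF-κB targets were not tested apart from the immediate early genes of their list. Of 50 NF-κB and immediate early target genes, 41 were higher and 2 were lower (41 higher and 2 lower adjusted over the list alone), with a median log2 fold change of 2.07 (set test, adjusted p = 2.85e-17). Myc had a log2 fold change of 3.31 (SE 0.33) and Atf3 one of 4.92 (SE 0.51), whereas Sod2, the superoxide dismutase of mitochondria, was lower (−1.32, SE 0.14). Of 16 listed neutrophil markers, only 5 reached the minimum count in the same kidneys. Of these 5, 4 were higher and 0 were lower (5 higher and 0 lower adjusted over the list alone), with a median of 3.27 (set test, adjusted p = 0.000756). Pro-apoptotic genes went both ways: of 30 measured, 8 were higher, such as Bax (0.91, SE 0.15) and the death receptor gene Tnfrsf10b (2.22, SE 0.33), and 7 were lower, such as Aifm1 (−1.03, SE 0.16) (9 higher and 7 lower adjusted over the list alone). Of 19 anti-apoptotic genes, 7 were higher, among them Bcl2l1 (1.47, SE 0.13) and Mcl1 (1.22, SE 0.18), and 2 were lower (7 higher and 2 lower adjusted over the list alone). The set tests of both lists gave adjusted p-values of 0.147 and 0.0696, and the anti-apoptotic list had 0.0480 without RIAKI replicate 4. All 76 nuclear genes of the oxidative phosphorylation complexes were lower (0 higher and 76 lower adjusted over the list alone), with a median of −0.80, such as Ndufv3 (−1.36, SE 0.13) and Sdha (−0.95, SE 0.13). The adjusted p of this list was 4.87e-18, and the adjusted p was 0.143 with an estimated correlation. In the same kidneys, markers of the proximal tubule fell further, with medians of −1.93 for the S1 and S2 segments and −2.34 for the S3 segment. Of 13 mitochondrially encoded genes, 6 were lower and 0 were higher (0 higher and 6 lower adjusted over the list alone), with a median of −0.34, an adjusted p of 0.0393 and an adjusted p of 0.370 with an estimated correlation. Without RIAKI replicate 1, 2 or 6 or control replicate 5 or 6, the adjusted p of the mitochondrially encoded genes lay between 0.0509 and 0.100, and it was 0.0528 on the fit with the exact test, 0.0931 with total counts as the only scaling, 0.0743 with the totals implied by the TPM, 0.0595 with a stricter filter on low counts and 0.218 in the 8 libraries not numbered 1 or 2. Of 32 hypoxia-inducible genes, 8 were higher and 7 were lower (9 higher and 9 lower adjusted over the list alone), with an adjusted p of 0.432. The hexokinase gene Hk2, among the higher ones, had a log2 fold change of 3.56, and the mitophagy gene Bnip3, which overlaps another gene with counts, one of −1.14 (SE 0.16). Of 34 metabolic genes induced by mTORC1, 12 were higher, such as Asns (2.55, SE 0.27), and 8 were lower, such as Fads2 (−2.84, SE 0.20) (14 higher and 9 lower adjusted over the list alone), with an adjusted p of 0.132. Of 22 enzymes and proteins that remove reactive oxygen species, 8 were higher, among them Mt1 (3.13, SE 0.21) and Txnrd1 (2.41, SE 0.18), and 8 were lower, among them Gpx1 (−1.24, SE 0.16) (8 higher and 8 lower adjusted over the list alone). Their median was −0.21 and their mean 0.21, with an adjusted p of 0.739. Of 23 complement genes, 4 were higher, such as C5ar1 (3.40, SE 0.50), and 5 were lower, such as Serping1 (−0.76, SE 0.24) (4 higher and 7 lower adjusted over the list alone), with a median of −0.039, a mean of 0.15 and an adjusted p of 0.962. Serping1 lost the call with total counts as the only scaling (0.0730) and with the totals implied by the TPM (0.0516). Of 16 IL2-STAT5 target genes, 9 were higher, such as Socs3 (4.25, SE 0.38), and 3 were lower (9 higher and 3 lower adjusted over the list alone). The adjusted p of this list was 0.0235, it was 0.0552 without RIAKI replicate 2, and the adjusted p was 0.175 with an estimated correlation. With Reactome sets in place of the lists, the adjusted p was 0.0724 for TNF signaling, 2.00e-07 for apoptosis and 0.0461 for mTORC1 signaling, the last 2 being higher. These sets held 8, 129 and 11 tested genes and differ from the lists in members, so they are not a retest of the same genes.

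**Figure D3:**
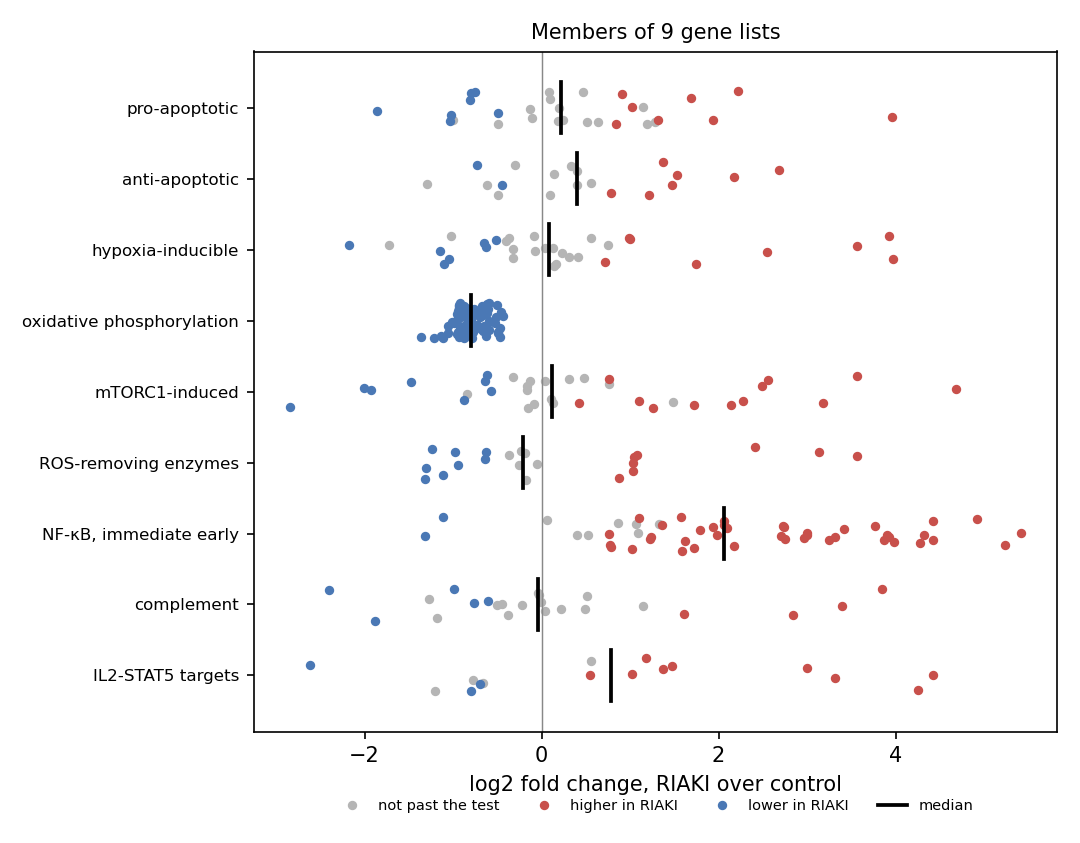
Log2 fold change of RIAKI over control (horizontal axis) for the members of 9 gene lists (rows). Each point is 1 gene, red where it was higher, blue where it was lower and grey where it did not pass the test, and the black line is the median of the list. All 76 genes of oxidative phosphorylation lie below 0.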

**Table 1:** Top 10 upregulated genes under RIAKI. Mice were subject to rhabdomyolysis for 24 h. Transcriptomic analysis served to detect changes in gene expression rate. Selected biological processes were identified using UniProt [58]

Gene	Name	Log2 fold change	*p*-value	Biological process
*Havcr1*	Hepatitis A virus cellular receptor 1	5,150	3,79E − 144	Phagocytosis, positive regulation of mast cell activation, response to lipopolysaccharide
*Plin2*	Perilipin-2	3,976	3,80E − 119	Cellular response to glucose starvation, lipid storage, long-chain fatty acid transport, positive regulation of sequestering of triglyceride
*Spp1*	Sphingosine-1-phosphate phosphatase 1	3,471	9,80E − 110	ER to Golgi ceramide transport, extrinsic and intrinsic apoptotic signaling pathways, phospholipid dephosphorylation
*Tnfrsf12a*	Tumor necrosis factor receptor superfamily member 12A	3,941	1,48E − 109	Angiogenesis, cell adhesion, cell differentiation, extrinsic apoptotic signaling pathway, positive regulation of apoptotic process, positive regulation of extrinsic apoptotic signaling pathway
*Lcn2*	Neutrophil gelatinase-associated lipocalin	4,900	1,98E − 93	Cellular response to hydrogen peroxide, extrinsic apoptotic signaling pathway, iron ion transmembrane transport, positive regulation of apoptotic process, positive regulation of endothelial cell migration, positive regulation of reactive oxygen species metabolic process
*Gsta1*	Glutathione S-transferase A1	5,896	4,15E − 87	Glutathione metabolic process, prostaglandin metabolic process
*Lgals3*	Galectin 3	3,146	7,52E − 83	Epithelial cell differentiation, macrophage chemotaxis, negative regulation of endocytosis, negative regulation of extrinsic apoptotic signaling pathway, regulation of extrinsic apoptotic signaling pathway via death domain receptors
*Tsc22d1*	TSC22 domain family protein 1	2,888	3,01E − 79	Negative regulation of apoptotic process, positive regulation of cell population proliferation, regulation of transcription by RNA polymerase II
*Mt2*	Metallothionein-2	3,555	5,11E − 78	Cellular response to copper and zinc ion, negative regulation of growth, nitric oxide mediated signal transduction
*Krt20*	Keratin, type I cytoskeletal 20	4,841	2,99E − 75	Apoptotic process, epithelial cell differentiation, intermediate filament organization

**Table 2:** Top 10 downregulated genes under RIAKI. Mice were subject to rhabdomyolysis for 24 h. Transcriptomic analysis served to detect changes in gene expression rate. Selected biological processes were identified using UniProt [58]

Gene	Name	Log2 fold change	*p*-value	Biological process
*Wfdc15b*	WAP four-disulfide core domain protein 15B	− 3,637	3,33E − 97	Innate immune response
*Gatm*	Glycine amidinotransferase, mitochondrial	− 3,509	5,26E − 88	Creatine metabolic process
*Slc7a13*	Solute carrier family 7 member 13	− 3,532	1,90E − 85	Amino acid transmembrane transport, aspartate transmembrane transport, L-cystine transport, L-glutamate transmembrane transport
*Egf*	Pro-epidermal growth factor	− 4,483	1,97E − 79	Angiogenesis, cell population proliferation, epithelial cell proliferation, ERBB2-EGFR signaling pathway, ERK1 and ERK2 cascade, negative regulation of secretion, positive regulation of epidermal growth factor-activated receptor activity, positive regulation of fibroblast proliferation, positive regulation of MAP kinase activity
*Nat8f1*	N-acetyltransferase 8 (GCN5-related) family member 1	− 3,138	5,46E − 77	
*Pah*	Phenylalanine-4-hydroxylase	− 3,087	6,41E − 76	L-phenylalanine catabolic process, protein hydroxylation
*Calb1*	Calbindin	− 2,875	3,71E − 75	Cellular response to organic substance
*Slc12a1*	Solute carrier family 12 member 1	− 4,310	1,20E − 73	Cell volume homeostasis, chloride ion homeostasis, potassium ion homeostasis, sodium ion homeostasis
*Akr1c21*	Aldo–keto reductase family 1 member C21	− 3,199	1,46E − 71	Steroid biosynthetic process, steroid metabolic process
*Ttc36*	Tetratricopeptide repeat protein 36	− 3,110	5,47E − 71	Cilium assembly, tyrosine metabolic process, negative regulation of proteasomal ubiquitin-dependent protein catabolic process

**Fig. 3:**
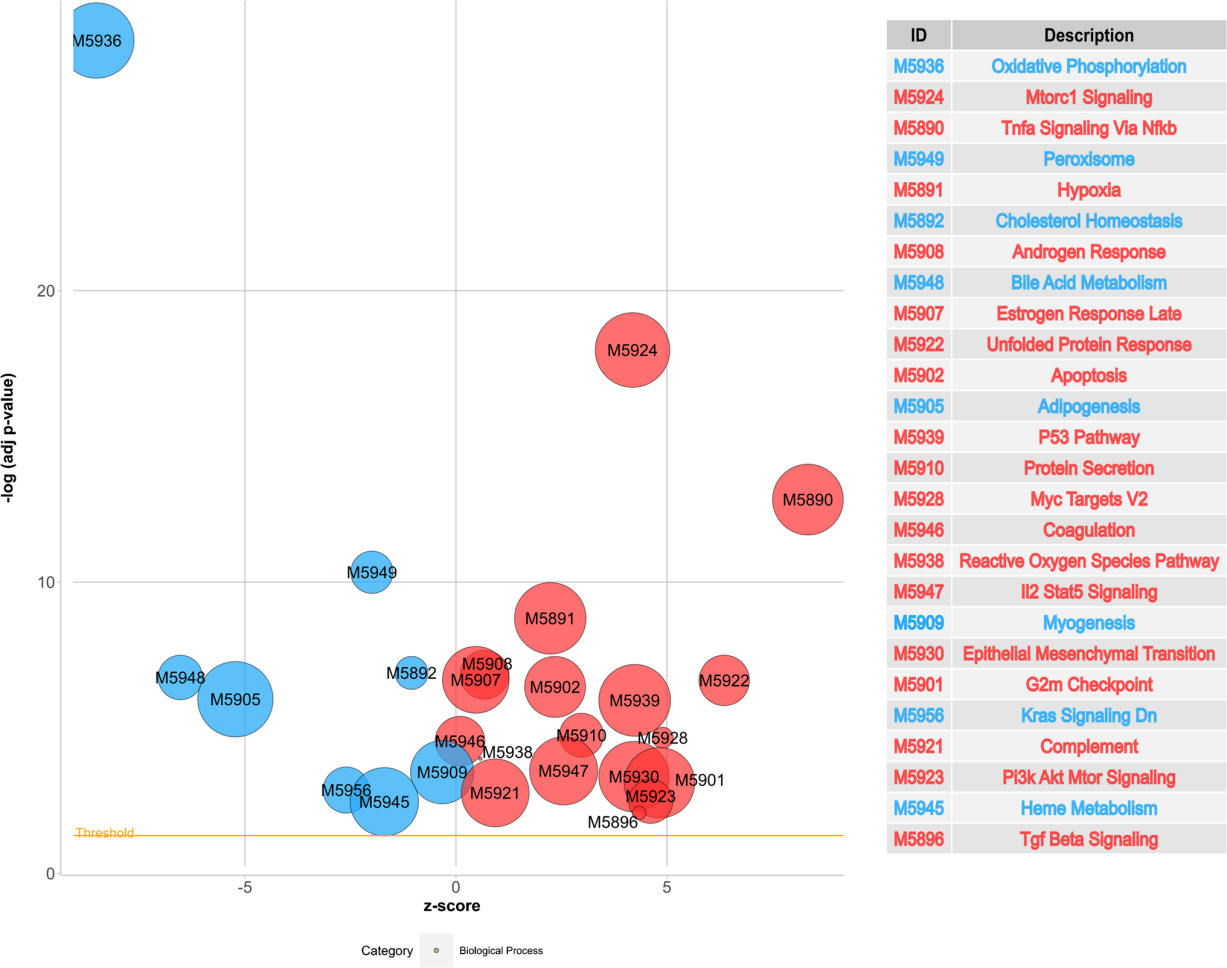
Transcriptomic analysis by next-generation sequencing (NGS) of control and RIAKI mouse kidneys. Bubble plots of transcriptomic analysis of 6016 regulated genes (adjusted *p*-value < 0.05). A negative *z*-score indicates that the majority of genes belonging to the pathway were downregulated (blue), and a positive *z*-score indicates that the majority of genes belonging to the pathway were upregulated (red). Gene set enrichment analysis revealed 26 significantly regulated pathways using the hallmarks annotation

Overall, the gene expression pattern in RIAKI confirmed a pathway cascade known not only for RIAKI but also highly relevant in kidney pathology generally. 

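Lgals3 (gene ENSMUSG00000050335) lies on chromosome 14 of GRCm38 from 47367751 to 47386160 and encodes galectin-3, a lectin that binds β-galactosides. Its level was 307 ± 36.6 CPM (SD, n = 6) in RIAKI and 34.6 ± 4.07 CPM (SD, n = 6) in controls, from 3308 and 381 UMI counts in all. The log2 fold change was 3.15 (SE 0.15), with a 95% confidence interval of 2.85 to 3.45 and an adjusted p of 2.58e-16 from edgeR's quasi-likelihood test. Every RIAKI mouse had a higher level than every control mouse, and all exon reads of the gene mapped to a single place.

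**Figure D4:**
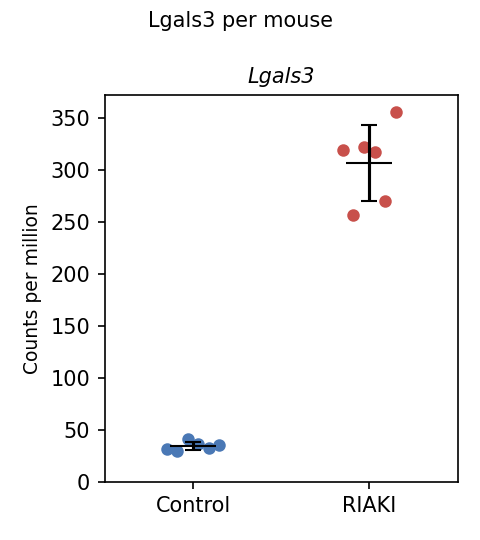
CPM of Lgals3 (vertical axis) in control and RIAKI kidneys. Each point is 1 mouse, and the bars are the mean and SD of 6 mice. RIAKI mice lay between 257 and 355 CPM and controls between 30.1 and 41.2 CPM.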

One of the top-regulated genes, *Lgals3 alias* galectin-3 (Table 1), is associated with several of the RIAKI-regulated pathways including glycolysis/mTORC [7], ROS [16], inflammation [10], apoptosis [33], and epithelial to mesenchymal transition [61]. We, thus, focused on galectin-3, as the function of this factor is unknown in RIAKI.

### AGEs and AGE-receptors in RIAKI

Upregulation of galectin-3 mRNA (*Lgals3*) in RIAKI was confirmed via qPCR (Fig. 4a). Galectin-3, known as an AGE receptor, is recognized for its inhibitory effect on the apoptosis signaling pathway [33]. 

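Hk2 and Slc2a1 were higher in RIAKI, while most glycolytic genes did not pass the test and genes of the citric acid cycle fell. Hk2, a hexokinase, was at 9.18 ± 2.09 CPM (SD, n = 6) in RIAKI and 0.746 ± 0.595 CPM (SD, n = 6) in controls, a log2 fold change of 3.56 (SE 0.40). The glucose transporter gene Slc2a1 had a log2 fold change of 1.75 (SE 0.20). Of 17 glycolysis genes, 2 were higher, 4 were lower and 11 did not pass the test (3 higher and 5 lower adjusted over the list alone). Their median was −0.0014 and their mean 0.11, with an adjusted p of 0.915 in the set test. Of 21 genes of the citric acid cycle, 17 were lower and 0 were higher (0 higher and 18 lower adjusted over the list alone), with a median of −0.76 (set test, adjusted p = 8.27e-07). In the same kidneys, markers of the proximal tubule fell further, with medians of −1.93 for the S1 and S2 segments and −2.34 for the S3 segment. Suclg1, a subunit of succinyl-CoA ligase, had a log2 fold change of −0.91 (SE 0.13). Of 7 genes of gluconeogenesis, a function of the proximal tubule, 6 were lower and 0 were higher (0 higher and 6 lower adjusted over the list alone), with a median of −1.33 (set test, adjusted p = 3.94e-05). G6pc, the glucose-6-phosphatase, had a log2 fold change of −3.38 (SE 0.24) and Pck1 one of −1.11 (SE 0.16). Single-gene calls are from edgeR's quasi-likelihood test.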

Given the upregulation of the “hypoxia” pathway and downregulation of “oxidative phosphorylation” in RIAKI (Fig. 3), we proposed an increased rate of anaerobic metabolism. This metabolic shift generates methylglyoxal, the main source of AGEs, which necessitates glutathione as a co-factor [54]. Thus, we suggested that LGALS3 and AGEs might play pivotal roles in RIAKI, prompting a closer examination of their presence in the tubular system. In addition to LGALS3, common AGE receptors include RAGE, DDOST, and PRKCSH [21]. While *Rage* showed no differences in gene expression or protein levels compared to control animals (Fig. 4b and Supplementary Fig. 2, respectively), *Ddost* and *Prkcsh* mRNA levels were significantly upregulated in RIAKI mice (Fig. 4c, d). Nevertheless, *Lgals3* exhibited the most prominent alteration. Further immunofluorescence studies revealed an increased presence of LGALS3 protein in RIAKI (Fig. 4e). Co-expression analysis using tubular segment-specific markers showed that LGALS3 expression was confined to distal nephron segments, excluding the PT (Fig. 4f). To further investigate the role of AGEs in RIAKI, glycated molecules were analyzed using immunofluorescence and western blotting (Fig. 5 and Supplementary Fig. 3, respectively). In RIAKI, AGEs were significantly elevated in the cortex interstitium, distal tubular segments, and the glomerular compartment (Fig. 5a–c).

**Fig. 4:**
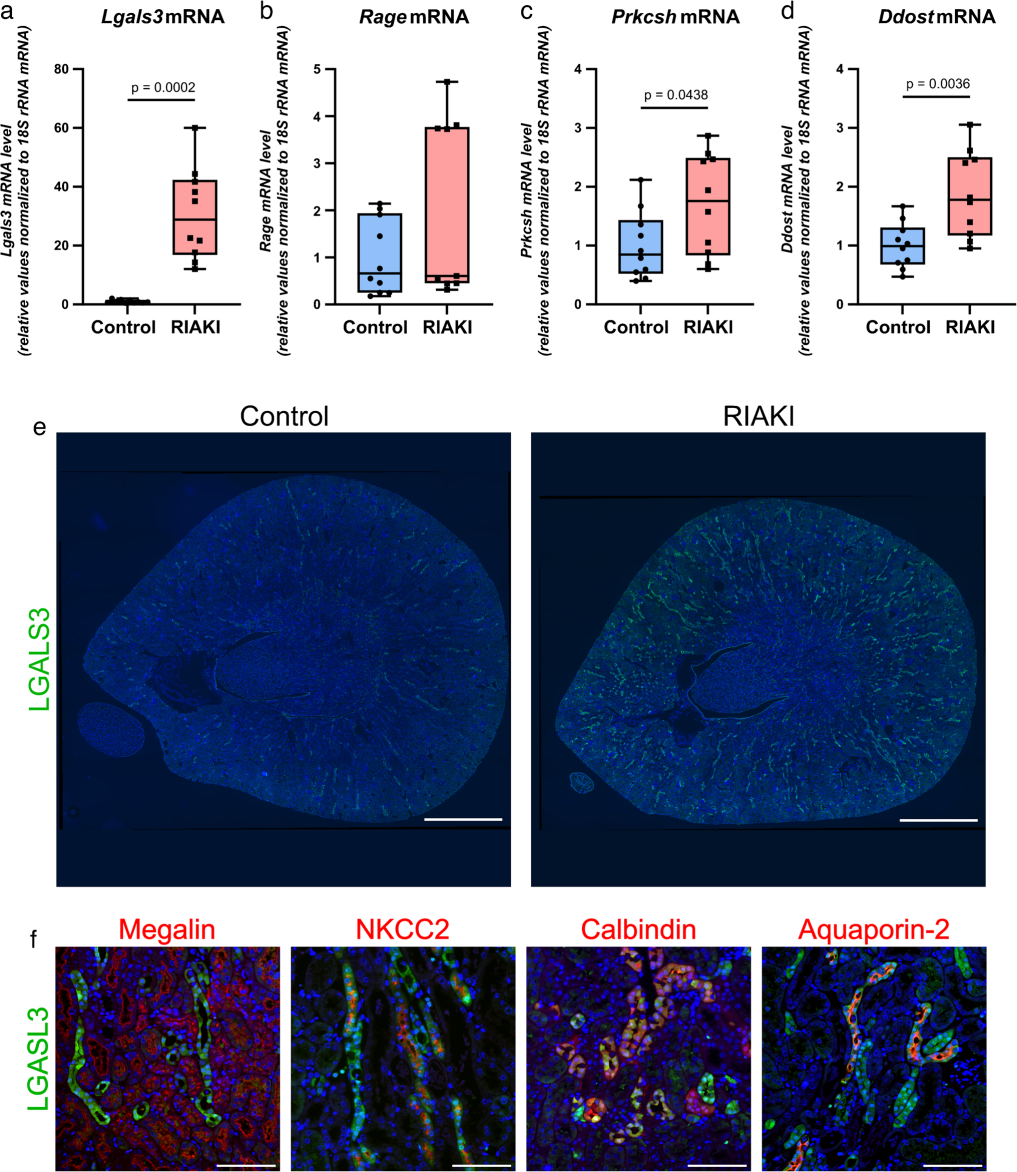
AGE-receptors in RIAKI. Mouse kidneys were analyzed 24 h after induction of RIAKI. **a**–**d** qPCR analysis for *Lgals3*, *Rage*, *Prkcsh*, and *Ddost*. Compared with controls, in RIAKI *Lgals3*, *Prkcsh*, and *Ddost* were significantly upregulated, while *Rage* was unchanged. Box plots show the median with lower and upper quartiles as a box. Whiskers show the minimum and maximum values. Dots represent single values. Statistical analysis was performed using either an unpaired *t* test (passed normality test with equal SD) or Welch’s *t* test (passed normality test with unequal SD). Adjusted *p*-values are shown. **e**, **f** Immunofluorescence for LGALS3 (green) and for nephron section markers (red) megalin (PT), NKCC2 (TAL), calbindin (DCT and CNT), and aquaporin-2 (CNT and CD), respectively. No LGALS3 was observed in controls, but in RIAKI, prominent signals appeared in all nephron segments, except for the PT. Scale bars: **e** 1000 µm; **f** 100 µm

**Fig. 5:**
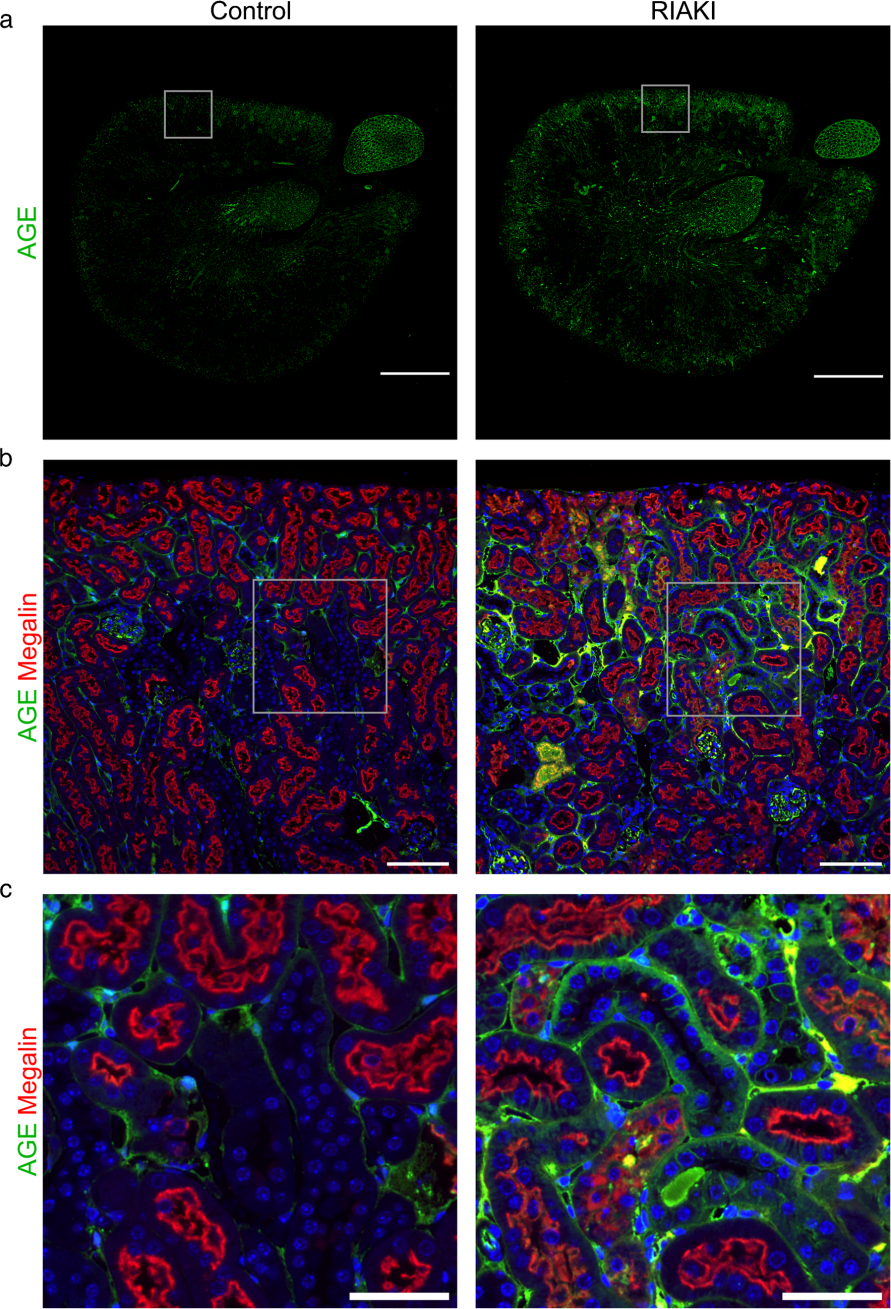
AGEs in RIAKI. Immunofluorescence on mouse kidneys 24 h after induction of RIAKI. **a**–**c** AGEs (green) and the proximal tubular marker megalin. In controls, rare AGE signals appear in the interstitium and the basolateral portion of distal tubules. In RIAKI, predominantly in the cortex, the basolateral portion of distal tubules and the interstitium are strongly positive for AGE. Scale bars: **a** 1000 µm; **b** 100 µm; **c** 50 µm

In summary, our findings suggest that AGE signaling is crucial in RIAKI. LGALS3 is strongly upregulated in tubular cells of the distal nephron, which are less impaired in RIAKI. Thus, we propose that upregulation of LGALS3 in distal tubules may serve as a potential defense against the toxic effects of AGEs and subsequent apoptosis, as observed in proximal tubules. To test this hypothesis, in vitro experiments were conducted to examine the influence of AGEs on distal convoluted tubule (DCT) cells with and without *Lgals3* expression.

### LGALS3 protects against AGE-induced apoptosis in vitro

DCT cells were stimulated with AGE-modified bovine serum albumin (AGE-BSA), a common inducer of AGE signaling in vitro [6, 51]. Remarkably, AGE-BSA significantly increased *Lgals3* mRNA levels (Fig. 6a), while mRNA levels of *Rage*, *Prkcsh*, or *Ddost* remained unchanged (Fig. 6b–d).

**Fig. 6:**
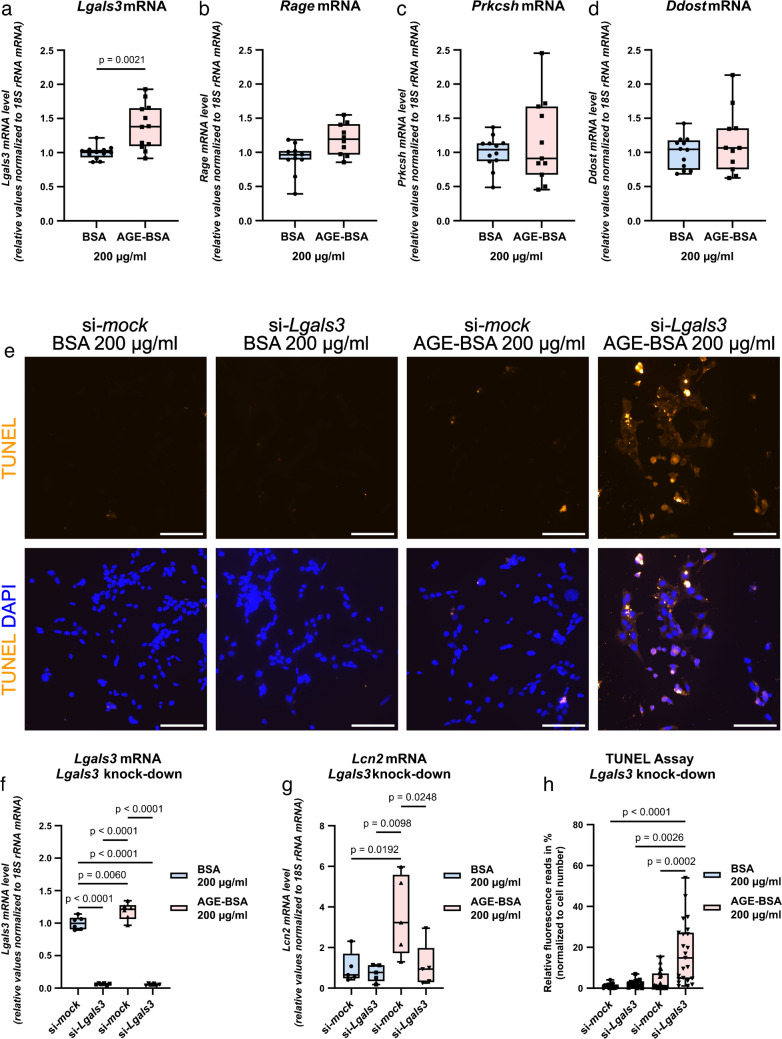
Absence of *Lgals3* causes increased AGE-mediated apoptosis in vitro. DCT cells treated for 24 h (**a**–**d**) or 48 h (**e**–**h**) with either BSA (control), AGE-BSA, or AGE-BSA-*Lgals3*-siRNA. **a**–**e**: qPCR analysis of AGE receptors *Lgals3*, *Rage*, *Prkcsh*, and *Ddost*. *Lgasl3* is significantly upregulated by AGE-BSA. **e**, **h**: Immunofluorescence for apoptosis (TUNEL assay). *Lgals3*-depleted cells show enhanced AGE-induced apoptosis. **f**: *Lgals3*-siRNA treatment downregulates *Lgals-3* mRNA by over 90%. **g**: qPCR analysis of *Lcn2* indicated upregulation following AGE-BSA treatment that is abolished by *Lgals3* knockdown. Box plots show the median with lower and upper quartile as box. Whiskers show the minimum and maximum values. Dots represent single values. Statistical analysis was performed with either an unpaired *t* test (passed normality test with equal SD) or Kolmogorov–Smirnov test (did not pass normality test with unequal SD) in **a**–**d**, or with help of ordinary one-way ANOVA followed by Tukey’s post-hoc test in **f**–**h**. Adjusted *p*-values are shown. Scale bar: 100 µm

Subsequent inhibition of AGE-mediated upregulation of *Lgals3* was achieved through RNAi technique (Fig. 6e–h). In DCT cells, neither 48 h of *Lgals3* knockdown alone nor exposure to AGE-BSA induced apoptosis, as detected by TUNEL assay (Fig. 6e, h). Notably, when cells were treated with AGE-BSA, *Lgals3* knockdown resulted in a significantly higher number of apoptotic cells (Fig. 6e, h). Furthermore, AGE-BSA caused upregulation of the injury marker *Lcn2* (*alias Ngal*) that was abolished by *Lgals3* (Fig. 6g). Thus, our findings suggest a protective role of galectin-3 against AGE-mediated apoptosis.

## Discussion

Our study has two main findings: First, in vivo, AGE receptor LGALS3 is upregulated in nephron segments protected from RIAKI; Second, in vitro, LGALS3 downregulation exacerbates AGE-induced cell injury.

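Among the AGE receptors other than galectin-3, no change was detected in Ddost and Prkcsh. Ddost (gene ENSMUSG00000028757), which encodes a subunit of oligosaccharyltransferase and lies on chromosome 4 of GRCm38 from 138304730 to 138312628, was at 43.9 ± 9.57 CPM (SD, n = 6) in RIAKI and 49.9 ± 9.60 CPM (SD, n = 6) in controls. Its log2 fold change was −0.19 (SE 0.16), with a 95% confidence interval of −0.52 to 0.15 and an adjusted p of 0.401 from edgeR's quasi-likelihood test. Prkcsh (gene ENSMUSG00000003402), which encodes the β subunit of glucosidase II and lies on chromosome 9 of GRCm38 from 22002806 to 22014222, was at 12.8 ± 5.30 CPM (SD, n = 6) in RIAKI and 17.5 ± 2.13 CPM (SD, n = 6) in controls. Its log2 fold change was −0.42 (SE 0.22), with a 95% confidence interval of −0.86 to 0.026 and an adjusted p of 0.138. Without RIAKI replicate 1, Prkcsh passed the test as lower, at −0.60. Ager, which encodes RAGE, had 4 counts over all RIAKI libraries and 0 over all control libraries, under the minimum of 10 counts, and was left out of the main test. Without a filter, its log2 fold change was 2.67 (SE 1.14) with an adjusted p of 0.0715. Of 8 measured AGE receptors, 2 were higher, Lgals3 and Scarb1 (1.09, SE 0.44), and Cd36 was lower (−0.70, SE 0.24) (3 higher and 1 lower adjusted over the list alone). Scarb1 was just past the threshold (adjusted p = 0.0498) and lost the call without RIAKI replicate 3, 4 or 6 or control replicate 2, 3, 4, 5 or 6, where its adjusted p lay between 0.0505 and 0.125. Scarb1 also lost the call with DESeq2 (0.0756), RLE scaling (0.0503), total counts as the only scaling (0.0644), the totals implied by the TPM (0.0599), no filter (0.0700), the replicate number as a block (0.0656) and libraries thinned to the shallowest (0.0810), and in the 8 libraries not numbered 1 or 2 (0.0672). Cd36 lost it without RIAKI replicate 1 (0.0552), RIAKI replicate 2 (0.0552) or control replicate 6 (0.0798), with a robust fit (0.135) and in the 8 libraries not numbered 1 or 2 (0.250), where its log2 fold change was −0.38. The median of the AGE receptors was −0.22 and their mean 0.54, with an adjusted p of 0.538 in the set test and of 0.0476 on the fit with DESeq2. This list includes Lgals3, a gene of Table 1 chosen on these libraries, which is not independent evidence. Of 12 genes that remove methylglyoxal or AGEs, 6 were lower and 1 was higher (1 higher and 7 lower adjusted over the list alone), with a median of −0.67 (set test, adjusted p = 0.00732). In the same kidneys, markers of the proximal tubule fell further, with medians of −1.93 for the S1 and S2 segments and −2.34 for the S3 segment. Fn3k, a kinase that removes fructosamines from proteins, had a log2 fold change of −3.72 (SE 0.55), the dicarbonyl reductase gene Dcxr one of −2.19 (SE 0.15) and the aldose reductase-like gene Akr1b8 one of 3.04 (SE 0.24). Glo1, the glyoxalase that uses glutathione, had a log2 fold change of −0.16 (SE 0.14) and an adjusted p of 0.396. All 13 genes of glutathione synthesis and turnover passed the test, 6 as higher and 7 as lower (6 higher and 7 lower adjusted over the list alone). The cystine transporter gene Slc7a11 had a log2 fold change of 4.68 (SE 0.68) and Gclc, the catalytic subunit of the rate-limiting enzyme, one of 0.59 (SE 0.16), while Cbs and Cth, which make cysteine, had −2.06 (SE 0.23) and −1.08 (SE 0.15). The median of this list was −0.48 and its mean 0.37, with an adjusted p of 0.962 in the set test.

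**Figure D5:**
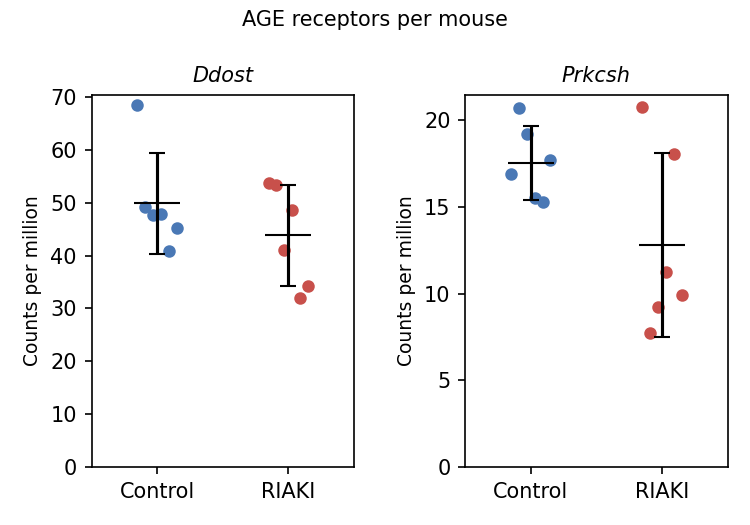
CPM of Ddost and Prkcsh (vertical axes) in control and RIAKI kidneys. Each point is 1 mouse, and the bars are the mean and SD of 6 mice. The groups overlap for both genes.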

AGEs/AGE receptor interaction was predicted to play a role in the pathophysiology of RIAKI according to our transcriptomic analyses. This prompted us to conduct further morphological and mechanistic studies. Indeed, the major site of acute cell damage, the proximal tubule, was subject to AGEs-induced stress with no LGALS3 expression. By contrast, the relatively well-preserved distal nephron was stressed as well but may have mounted a protective response via LGALS3. This hypothesis is backed by further studies conducted in vitro. Therefore, LGALS3 is a promising renoprotective target, specifically for RIAKI.

Rhabdomyolysis occurs after acute skeletal muscle destruction and rapidly causes multiple organ failures, most notably AKI [19]. RIAKI affects up to 46% of hospitalized patients and up to 80% of patients in intensive care units [4, 19, 28], with mortality rates above 15% [35]. Although the relevance of RIAKI is doubtless, therapy options are limited. Recent advances include inhibition of myoglobin endocytosis, prevention and treatment of oxidative damage, and immune cell targets [19]. 

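Target genes of NRF2 and the neutrophil genes S100a8 and S100a9 rose in RIAKI, and fatty acid oxidation genes fell. Of 28 target genes of NRF2, the transcription factor of the oxidative stress response, 24 were higher and 2 were lower (24 higher and 2 lower adjusted over the list alone), with a median log2 fold change of 1.28 (set test, adjusted p = 3.11e-12). Hmox1, the heme oxygenase, rose from 6.49 ± 0.737 CPM (SD, n = 6) to 135 ± 71.6 CPM (SD, n = 6), a log2 fold change of 4.39 (SE 0.29), and Srxn1, the sulfiredoxin, had one of 3.71 (SE 0.25). Ephx1, an epoxide hydrolase, was lower (−1.03, SE 0.27). Of 17 chemokine genes, 9 were higher, such as Cxcl1 (3.77, SE 0.51) and Ccl9 (3.62, SE 0.61), and 2 were lower, among them Cxcl12 (−2.52, SE 0.19) (9 higher and 2 lower adjusted over the list alone). The adjusted p of this list was 0.0144, and the call was lost on the fit with DESeq2 (0.0726), with a stricter filter on low counts (0.606), with an estimated correlation (0.0675) and with the Reactome set (0.588). The neutrophil genes S100a8 and S100a9 had log2 fold changes of 3.48 (SE 0.33) and 4.06 (SE 0.52). Only 5 of 16 listed neutrophil markers reached the minimum count. Of 18 macrophage and monocyte markers, 5 were higher, among them Cd68 (2.88, SE 0.37), Cd14 (2.14, SE 0.26) and Lyz2 (1.19, SE 0.27), and 2 were lower, among them Cd74 (−1.08, SE 0.21) (5 higher and 2 lower adjusted over the list alone). Their median was 0.57, with an adjusted p of 0.0587 in the set test. This list passed the threshold with total counts as the only scaling (0.0444), with the totals implied by the TPM (0.0461), without a filter (0.0421), with the replicate number as a block (0.0406), with fry (0.00163) and without RIAKI replicate 4 (0.0369), control replicate 5 (0.0210) or control replicate 6 (0.0255). Of 21 genes of fatty acid β-oxidation, 14 were lower and 0 were higher (0 higher and 15 lower adjusted over the list alone), with a median of −0.94 (set test, adjusted p = 5.43e-06). In the same kidneys, markers of the proximal tubule fell further, with medians of −1.93 for the S1 and S2 segments and −2.34 for the S3 segment. Acadm, an acyl-CoA dehydrogenase, had a log2 fold change of −1.56 (SE 0.14) and Ppargc1a, a coactivator of mitochondrial genes, one of −1.98 (SE 0.19). Single-gene calls are from edgeR's quasi-likelihood test.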

With the help of transcriptomic profiling and gene set enrichment analysis, we confirmed established contributors of RIAKI, such as metabolic dysregulation, hypoxia, ROS, and inflammation. Nevertheless, we also observed an unexpectedly strong upregulation of *Lgals3* in RIAKI. 

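By p-value, Lgals3 ranked 9 among 13536 tested genes, and by its log2 fold change it ranked 162 among the 2357 genes that were higher in RIAKI. On the linear scale, its rise was 8.86-fold, a gain of 272 CPM. Of 7 galectin genes measured, 3 were higher, Lgals3, Lgals1 (1.44, SE 0.19) and Lgalsl (0.85, SE 0.28), and 0 were lower (3 higher and 0 lower adjusted over the list alone). Lgalsl lost the call in the 8 libraries not numbered 1 or 2 (adjusted p = 0.0672) and at a threshold of 0.01 (0.0172). The set test of the galectins gave an adjusted p of 0.0295, it gave 0.0519 without RIAKI replicate 1, and the adjusted p was 0.0782 with an estimated correlation. The list includes Lgals3 itself, a gene of Table 1 chosen on these libraries, which is not independent evidence. From the higher hypoxia pathway and the lower oxidative phosphorylation pathway in Fig. 3, the paper proposes a higher rate of anaerobic metabolism in RIAKI, which forms methylglyoxal, the main source of AGEs. The paper describes galectin-3 as an AGE receptor and states that LGALS3 and AGEs might have important roles in RIAKI. Its other evidence includes staining of LGALS3 and AGEs in RIAKI kidneys. It also reports more apoptosis after Lgals3 knockdown in distal convoluted tubule cells treated with AGE-BSA.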

LGALS3, *alias* galectin-3 (Gal3) is expressed in diverse tissues and regulates cell growth, proliferation, differentiation, inflammation, phagocytosis, exocytosis, and fibrosis [12]. Functionally, LGALS3 has been mainly described to induce pro-inflammatory and pro-fibrotic responses [60]. Moreover, LGALS3 has been implicated in the development of both AKI and chronic kidney disease (CKD) [60]. Circulating LGALS3 is associated with loss of kidney function due to impaired urinary clearance [62]. Although LGALS3 can be secreted into the circulation, it is predominantly located in the cytoplasm but can also shuttle into the nucleus [5]. Interestingly, intracellular LGALS3 is important for cell survival due to its ability to block the intrinsic apoptotic pathway, while intra-nuclear LGALS3 promotes cell proliferation [5, 9]. Thus, intracellularly, the impact of LGALS3 is anti-apoptotic, whereas when situated extracellularly, it shows pro-apoptotic characteristics [29]. Mechanistically, LGALS3 showed a direct influence on anti-apoptotic proteins belonging to the BCL-2 family [29, 34]. Activation of these proteins hinders the release of cytochrome c from mitochondria, consequently halting the process of apoptosis [11]. Moreover, *Lgals3* knockdown in DCT cells prevented AGE-BSA mediated elevation of *Lcn2* (NGAL). Although NGAL is used as a kidney injury marker, it has several protective cellular functions: NGAL suppresses extracellular iron-induced injury [27], acts anti-inflammatory by the inhibition of NfκB [63], and stimulates proliferation and differentiation [46, 50]. LGALS3, thus, seems to be crucial to activate protective factors in distal tubules.

Moreover, LGALS3 knockout mice developed significant glomerular sclerosis [22], showed greater susceptibility to AGE-induced renal disease, increased levels of AGE and signaling, and altered patterns of AGE-receptors [22]. Supporting this, Pugliese et al*.* showed that LGALS3-regulated pathways activate protection against AGE-induced tissue injury [43]. These data suggest that LGALS3 plays a crucial role as an AGE receptor and mediates protection against AGE-dependent damage [5]. We subsequently confirmed an elevated abundance of AGEs in RIAKI. In healthy individuals, AGEs are filtered by the glomeruli and absorbed in the proximal tubules, where they are metabolized by the proximal tubule cells. Excessive uptake of AGEs can lead to dysfunction of the tubular lysosomes in these cells [13]. In vitro, the knockdown of *Lgals3* abolished the ability of cells to prevent AGE-induced apoptosis, confirming the protecting role of cytoplasmic LGALS3. However, the source and individual activities of different AGEs in RIAKI have to be identified in further studies. At least, the presence of AGEs in the glomerular compartment supports the idea that, since rhabdomyolysis also affects other organs, glomerular AGEs could arise from elevated systemic AGEs originating from sources outside the kidney. Due to the toxic properties of AGEs [57], their occurrence fills a gap in our current understanding of RIAKI pathology.

It remains to be an open issue why only distal tubules showed elevated LGALS3 expression, thus protection against AGE-mediated cell stress, while proximal tubules were heavily injured in RIAKI. Nishiyama et al. investigated the impact of LGALS3 on cell injury as well as cell regeneration in rats exposed to ischemic and toxic acute renal failure (ARF) [36]. The authors showed raised LGALS3 levels as early as 2 h after injury in proximal tubules. This suggests that the PT has the potential to upregulate LGALS3. Supporting, single-cell sequencing (scRNAseq) data from mouse kidneys that underwent ischemia–reperfusion injury (IRI) indicated elevated *Lgals3* mRNA in the entire nephron, including the PT (http://www.humphreyslab.com/SingleCell/search.php) [23]. Moreover, scRNAseq data from human biopsies of control *vs*. AKI patients show significantly upregulated *LGALS3* mRNA in proximal tubules, thick ascending limb, distal convoluted tubules, connecting tubules, collecting duct principal cells, and endothelial cells (https://shiny.mdc-berlin.de/humAKI/) [20]. Obviously, in RIAKI, protective LGALS3 activation in proximal tubules fails and might represent a mechanistic difference to other forms of AKI that warrants further investigations.

In conclusion, this study adds mechanistic details to the pathology of RIAKI. Our findings highlight AGEs and their receptors, particularly LGALS3, in influencing renal injury, which arises from a multifaceted interaction involving glucose metabolism, oxidative stress, inflammation, and apoptosis. Further investigations are needed to elucidate potential therapeutic strategies targeting AGE-receptor interactions to alleviate renal damage.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

NGS data shown in this study are provided via GEO accession no. GSE264651 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE264651

# Supplementary material for: Galectin-3 protects distal convoluted tubules in rhabdomyolysis-induced kidney injury
**Source:** Pflugers Arch. 2024 Jul 23;476(10):1571–85. doi: 10.1007/s00424-024-02987-0
**Supplement:** Supplementary file 1 — Supplementary file1

Supplementary information

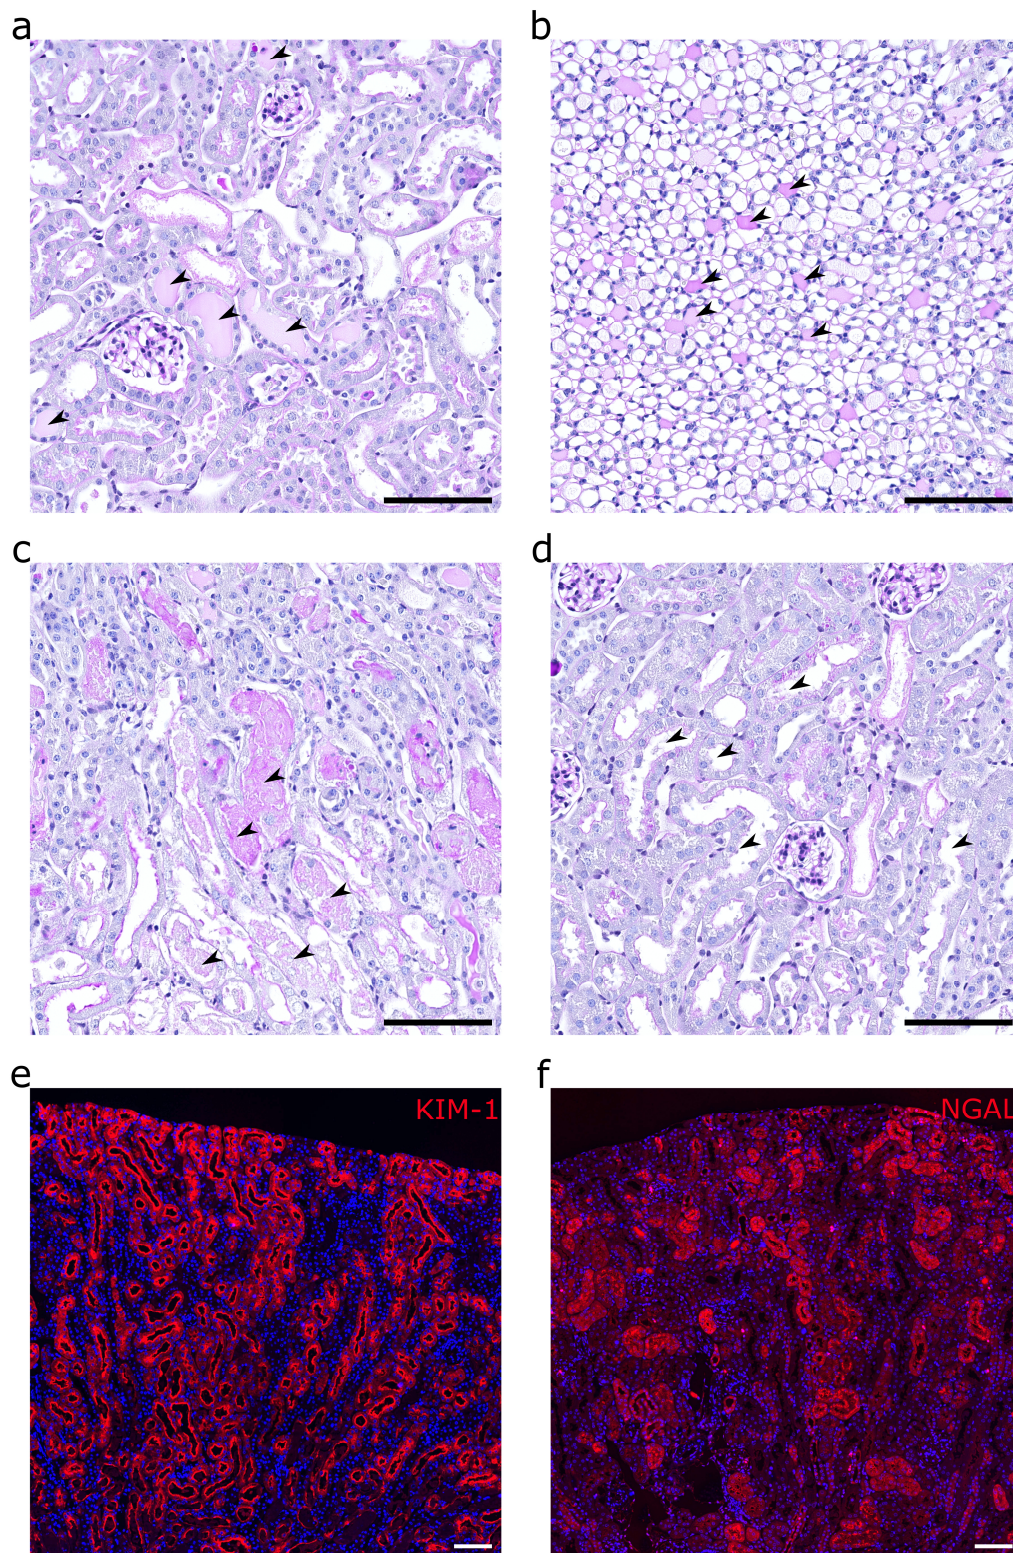

Supplementary Fig. 1 Pathological changes and elevated kidney injury markers following RIAKI. **a-d:** Periodic Acid-Schiff staining of mouse kidneys following 24 h RIAKI **a, b:** Arrow heads indicate tubular obstruction/ intratubular cast formation in the cortex (**a**) and in the papilla (**b**). **c:** Arrow heads indicate tubular necrosis. **d:** Arrow heads indicate loss of brush border in proximal tubules. **e, f:** Immunofluorescence staining of the kidney injury markers KIM-1 (**e**) and NGAL (**f**) in RIAKI kidneys. Scale bar: 100 μ m

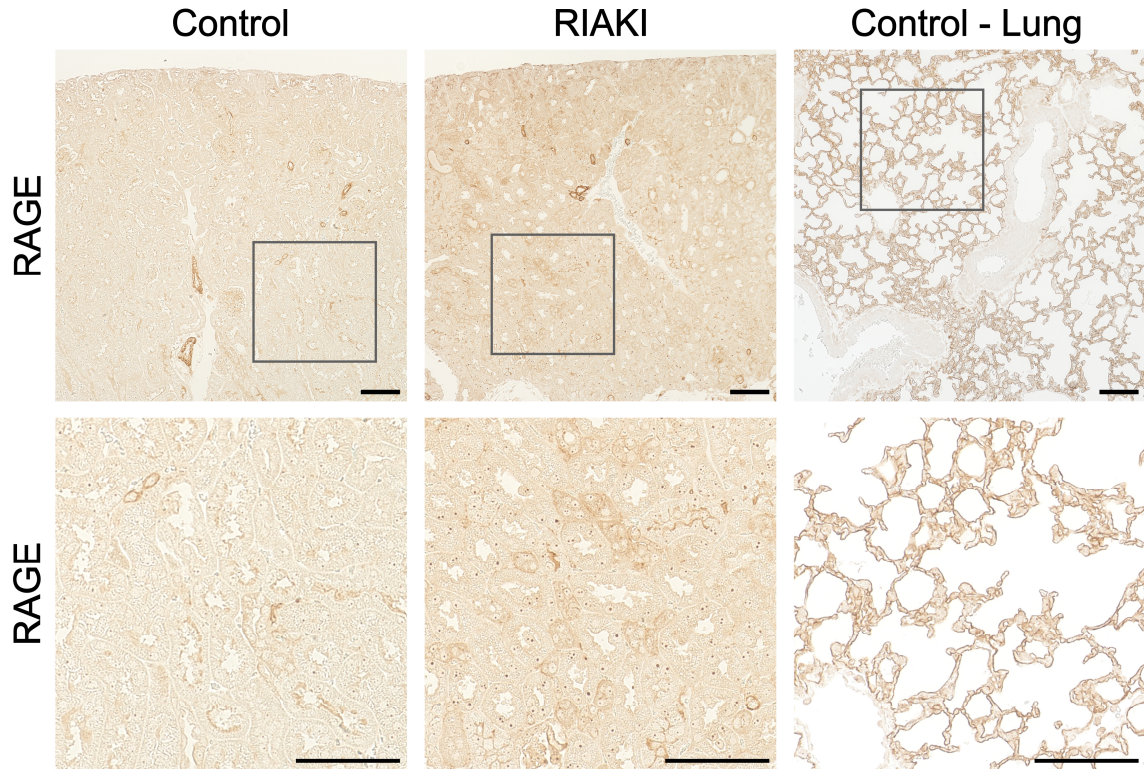

Supplementary Fig. 2 Unchanged renal RAGE expression in RIAKI. Immunohistochemistry of RAGE on control and RIAKI mouse kidneys with mouse lung as positive control. No alteration of RAGE expression was observed following RIAKI. Scale bar: 100 μ m.

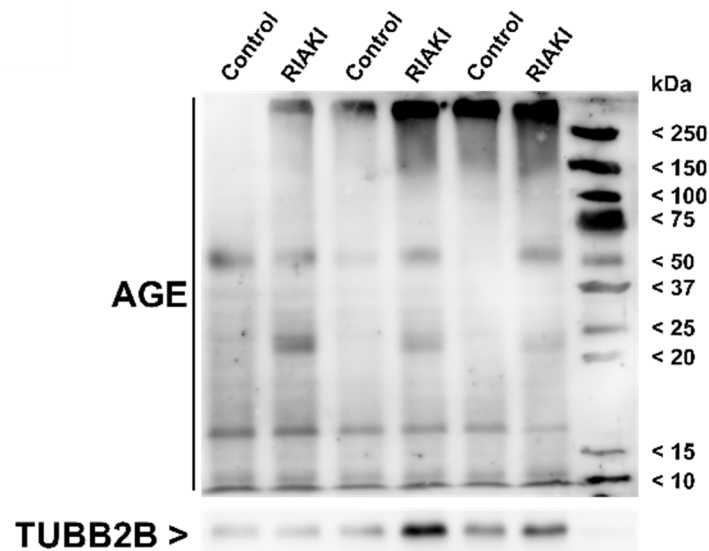

Supplementary Fig. 3 Renal AGE accumulation in RIAKI. Western Blot to detect AGEs in control and RIAKI mouse kidneys. RIAKI kidneys show the occurrence of new AGE-positive protein bands.

Supplementary Table 1 List of primers used for qPCR.

Target Gene (mouse)	Primer Sequence (5' to 3')
<i>Havcr1</i>	Forward: TCAGGGTCTCCTTCACAGCAG
	Reverse: TGACCCACCACCCCCTTTAC
<i>Lcn2</i>	Forward: CCAGACTTCCGGAGCGATCA
	Reverse: GTGGTGGCCACTTGACATT
<i>Rage</i>	Forward: CACCCAAGGAGGAACCCATC
	Reverse: GATGCTGACAGGAGGGCTTT
<i>Lgals3</i>	Forward: GCACAGAGAGCACTACCCAG
	Reverse: TTGGGTTTCACTGTGCCCAT
<i>Ddost</i>	Forward: TCCCTACTATGCCAGTGCCT
	Reverse: CCGACCGATCCATTCGTGAT
<i>Prkcsh</i>	Forward: AGAGAGGCCAGAGAAGGAGG
	Reverse: GGAGGTGGTGTCACTCTGTG
<i>18S rRNA</i>	Forward: GATCAAAACCAACCCGGTCA
	Reverse: CCGTTTCTCAGGCTCCCTCT

Supplementary Table 2 Antibodies used in this study.

**Antibody target**	**Host**	**Supplier/ RRID**
**<i>Primary antibodies</i>**		
**active Caspase-3**	polyclonal<br>rabbit	#ab2302; abcam, UK; RRID:AB_302962
**AGE**	polyclonal<br>rabbit	#ab23722, abcam, UK; RRID:AB_447638
**Aquaporin-2**	polyclonal rat	#20102rs; BiCell Scientific, USA; RRID:AB_2910118
**Aquaporin-2**	polyclonal<br>rabbit	#sc-9882; Santa Cruz Biotechnology, USA;<br>RRID:AB_2289903
**Calbindin**	monoclonal<br>mouse	#C9848, Sigma-Aldrich, USA; RRID:AB_476894
**Galectin-3**	monoclonal rat	LGALS3; #14-5301-82; Invitrogen, USA;<br>RRID:AB_837132
**KIM-1**	polyclonal goat	#AF1817, R and D Systems, USA; RRID:AB_2116446
**Megalin**	monoclonal<br>mouse	LRP2; #ab184676, abcam, UK; RRID:AB_2910117
**NKCC2**	polyclonal<br>rabbit	#LS-C313275, Lifespan Biosciences, USA;<br>RRID:AB_2910114
**RAGE**	polyclonal<br>rabbit	#PA1-075, Invitrogen, USA<br>RRID:AB_2269243
**TUBB2B**	polyclonal<br>rabbit	#TA337744, OriGene Technologies, USA;<br>RRID:AB_2910113
**<i>Secondary antibodies</i>**		
**anti-goat Alexa Fluor 488**	donkey	#705-545-147; Jackson Immuno Research Labs;<br>RRID:AB_2336933
**anti-goat Alexa Fluor 594**	donkey	#705-585-147; Jackson Immuno Research Labs;<br>RRID:AB_2340433
**anti-mouse Cy3**	donkey	#715-165-150; Jackson Immuno Research Labs, RRID:<br>AB_2340813
**anti-rabbit Alexa Fluor 488**	donkey	#711-545-152; Jackson Immuno Research Labs;<br>RRID:AB_2313584
**anti-rabbit Cy3**	goat	#111-165-003; Jackson Immuno Research Labs, RRID:<br>AB_2338000
**anti-rabbit IgG-HRP**	goat	#sc-2030, Santa Cruz Biotechnology, USA;<br>RRID:AB_631747
**anti-rat Cy3**	donkey	#712-165-150; Jackson Immuno Research Labs,<br>RRID:AB_2340666
**anti-rat IgG-HRP**	goat	#sc-2006, Santa Cruz Biotechnology, USA;<br>RRID:AB_1125219

How the deposited data were processed for this re-analysis (not part of the article)

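The deposited files hold kidney transcriptomes of 6 RIAKI mice and 6 control mice at 24 h, 1 library per mouse. Mice went without drinking water for 19 h, and glycerol was then injected into a hind limb in the RIAKI group and saline in the control group. The paper describes 10 mice per group for the animal experiments, and its text does not name which of them were sequenced. Groups and replicate numbers were taken from the sample labels, which give no batch.

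The authors made the values before deposition as follows. Libraries were prepared with the QIAseq UPX kit for the 3′ ends of transcripts, sequenced on a NextSeq instrument, demultiplexed with bcl2fastq2 and processed in CLC Genomics Workbench 21.0.4, where reads were trimmed, deduplicated by UMI, mapped to GRCm38 and assigned to Ensembl genes. The deposited counts are whole numbers of deduplicated reads per gene over exons, not normalized. Further deposited columns count reads that mapped to a single place, reads in introns and reads across exon junctions. The deposited TPM values are the exon counts divided by 1 total per library, with no gene length, and that total is larger than the sum of the listed counts: the listed counts make up 77.3% of it on average in RIAKI and 78.0% in controls.

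From these files, the exon counts of 41740 genes were tested. Genes with at least 10 counts summed over the 12 libraries were kept, which left 13536 genes. The paper's methods state this minimum for the unsupervised analysis. Library sizes were the full totals, scaled by TMM, and groups were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. CPM are counts scaled by TMM to a common library size. The paper's methods name the exact test of Robinson and Smyth, which was run as an alternative. Gene coordinates are those of the files (GRCm38), and 41682 of the gene identifiers were found in the GENCODE M21 annotation.

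The 51 gene lists, 873 genes of which were tested, were written by hand from textbook knowledge and are not the Hallmark sets. 14 lists stand for pathways that the paper's text names, 9 for other pathways of Fig. 3, 17 are markers of cell types and 11 cover other topics. Each list was compared with all other genes by camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01, and p-values were adjusted over the 48 lists with at least 5 measured members. The calls that hold with an estimated correlation number 22, and 9 calls are lost. The topics of 26 lists were also tested with Reactome sets from fgsea 1.28.0. The sets were matched to the topics by name after some gene values had been seen. They differ from the lists in members, so they are not a retest of the same genes.

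The genes named in the text were chosen by a rule: the genes that the paper names for these kidneys, whose values in Tables 1 and 2 had been read when the rule was written, the 10 higher and 10 lower genes with the smallest p-values outside these tables whose groups do not overlap, and in each list up to 4 called members in the main direction and 2 in the other, or any member of a list with 13 or fewer genes. Genes named outside this rule are marked as chosen after their values were seen. Some genes and lists that this rule covers are not reported here.

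Depth limits the precision. Total counts ran from 1579157 to 2073959 per library, but mitochondrial ribosomal RNA took a large part, so that 648268 to 1315209 counts per library were left for other genes. Genes with at least 1 count numbered 12788 to 14800 in RIAKI and 13492 to 14576 in controls. The pipeline was tested on simulated counts of 13007 tested genes with the means and library sizes of these kidneys. It recovered 14 of 50 genes changed 1.5-fold, 40 of 50 changed 2-fold, 50 of 50 changed 4-fold and 50 of 50 changed 8-fold. It called 7 unchanged genes and 0 of 40 unchanged lists. Far fewer genes changed in the simulation than in these kidneys, so a smaller p-value was needed to pass the adjustment. Simulated genes were drawn independently, so the unchanged lists could not show the effect of correlation between genes. Group differences in library composition were tested with 2-sided exact permutation tests over all 924 assignments, whose smallest possible p is 0.00216. The exon counts include reads that also map elsewhere, and genes with a low share of reads mapped to a single place are named as uncertain.

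The main test, the gene lists, the rule for naming genes and the following alternatives were fixed before the data were examined. The alternatives were the exact test, DESeq2 1.42.0, limma voom, a robust fit, other scalings and filters, the replicate number as a block, libraries thinned to the shallowest, stricter thresholds, reads mapped to a single place, leaving out each library, and for the lists an estimated correlation, fry and Reactome sets. The use of Reactome was fixed in this way, but not which set stands for which topic. Alternatives added after seeing the data left out ribosomal RNA genes, used the totals implied by the TPM, added the intron share as a covariate, or left out the libraries numbered 1 and 2. Figures were drawn with matplotlib 3.10.9. The qPCR, plasma, staining and cell culture results of the paper are not analysed here, nor are the raw reads.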

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

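A sample far from the others of its group was looked for in 100 groups of 6 mice (5 library measures and the genes of the tables, the other genes the paper names and those with the smallest p-values), and 5 groups held one, where chance alone gives about 1 in 20. The share of hemoglobin transcripts was 0.266% in control replicate 1, against 0.374% to 0.434% in the other controls. Ddost was at 68.6 CPM in control replicate 1, against 40.9 to 49.1 CPM in the other controls. Klf6 was at 151 CPM in RIAKI replicate 2, against 91.2 to 103 CPM in the other RIAKI mice. Anxa2 was at 219 CPM in RIAKI replicate 6, against 139 to 168 CPM. Pbld1 was at 98.7 CPM in control replicate 1, against 76.8 to 84.1 CPM.

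The test of intron reads was chosen after the exon results had been seen. The paper does not report the reads in introns, which the deposited tables count in a column of their own. Of 10182 genes tested on intron reads with the same edgeR test, 444 were higher and 540 were lower in RIAKI, 984 in all. Of these, 586 were also called on exon reads, 31 of them with the opposite sign, and 215 were tested on exon reads and not called there. Havcr1 had an intron log2 fold change of 5.19 (SE 0.49), Lgals3 one of 2.67 (SE 0.76), Slc12a1 one of −3.80 (SE 0.30) and Calb1 one of −2.54 (SE 0.51). Reads in introns can come from unspliced transcripts, from priming inside introns or from unannotated transcripts, and these sources were not separated.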

How the results depend on the processing

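The split test and the alternatives without ribosomal RNA genes, with the totals implied by the TPM, with the intron share as a covariate and without the libraries numbered 1 and 2 were chosen after the results had been seen. Differentially expressed genes numbered 4908, and the count stayed within 1.5 times of this under all alternatives but 1: tested against a 1.5-fold change, 1105 genes were higher and 1399 lower, 2504 in all, because a smaller change no longer counts. The edgeR exact test called 4861 genes, DESeq2 4345, limma voom 4834, total counts as the only scaling 4128, the filter of edgeR 3639 among 7013 tested, a threshold of 0.01 3521, and the 8 libraries not numbered 1 or 2 3793. Leaving out each mouse gave 4476 to 4701. Of the 4908 genes, 3 had the opposite sign with reads mapped to a single place, 2 in the 8 libraries and 0 under the other alternatives. Signs were compared whether or not the gene passed the test under the alternative. With the replicate number as a block, 2398 genes were higher and 2563 lower, 4961 in all, and of the lists reported here only macrophage and monocyte markers changed sides, passing at 0.0406. Of the genes named in the text, only Scarb1 changed sides, with an adjusted p of 0.0656. The numbers do not pair the mice one by one: the deviations of same-numbered mice correlated across genes at 0.383, 0.237, −0.00344, 0.0744, −0.228 and 0.182 for numbers 1 to 6, and 1 of 12 libraries correlated best with its own number. The libraries numbered 1 and 2 of both groups deviated from their group means together, at correlations of 0.237 to 0.407 between the groups. On the first principal component of the deviations (30.4% of the variance), they lay between −21.2 and −13.5 and the other 8 between 2.79 and 20.4. For this reason they were left out in an alternative. Their share of intron reads was also the highest, at 4.90% to 6.69% of gene reads against 3.71% to 4.85% in the other 8 libraries. The labels give no batch, and why these libraries differ was not tested. Of 100 splits of the 12 mice into 6 and 6, drawn from 462, 1, the real one, gave as many as 4908 genes, and the highest of the others gave 7. The other splits mixed RIAKI and control mice on each side, which widens the spread within a side, so few calls were likely in advance. The splits cannot tell the injection from anything else that differed between the groups. The medians of total counts, genes with at least 1 count and the shares of the 10 most abundant, mitochondrially encoded and hemoglobin genes stayed on the same side of the threshold as their means. Over the counts without mitochondrial ribosomal RNA, a measure added after the data were seen, the share of the 10 most abundant genes was lower in RIAKI (p = 0.0173 for means and 0.0130 for medians, exact permutation tests). The share of mitochondrial genes that encode proteins was lower by medians (p = 0.0455) and did not pass by means (p = 0.0541) in the same exact permutation tests.

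Among the 124 genes named in the text, 3048 of 3079 values under the alternatives fixed at the start and 490 of 495 under the added ones kept their direction and their side of the threshold, 30 and 5 lost the call, 1 and 0 gained it and 0 and 0 changed direction. Prkcsh ranged from −0.60 to −0.30 when each mouse was left out and passed the test at −0.60 without RIAKI replicate 1. Among the 47 tested lists reported here, 1176 of 1239 values under the alternatives fixed at the start and 183 of 187 under the added ones stayed on the same side. The former include Reactome sets, which were matched to the topics after some gene values had been seen. Erythroid markers lost the call without 1 mouse in 7 of 12 fits (0.00701 to 0.0709 over all 12). Of those named in the paper's text, with an estimated correlation oxidative phosphorylation had an adjusted p of 0.143 and IL2-STAT5 targets of 0.175. With fry, which does not compare a list with other genes, the adjusted p was 8.96e-05 for hypoxia, 0.00681 for mTORC1, 3.65e-05 for pro-apoptotic genes, 0.000106 for anti-apoptotic genes, 0.000824 for the removal of reactive oxygen species and 1.16e-06 for AGE receptors. With Reactome sets it was 0.0461 for mTORC1 signaling, 2.00e-07 for apoptosis, 0.0724 for TNF signaling and 0.0270 for mitotic prometaphase, which was higher while the G2/M list had a lower, uncalled value. Anti-apoptotic genes had 0.0387 without a filter and 0.0283 in the 8 libraries, and 0.0480 to 0.111 when each mouse was left out, the lowest without RIAKI replicate 4. IL2-STAT5 targets had 0.0235 against a threshold of 0.01 and 0.00807 to 0.0552 when each mouse was left out, the highest without RIAKI replicate 2. AGE receptors, a list that includes Lgals3 of Table 1, had 0.0476 with DESeq2. For these lists, the cause was not tested. The test against a 1.5-fold change gives no value for a list. In the simulated data, 14 of 50 genes changed 1.5-fold were recovered. Far fewer genes changed there than in these kidneys, so this share does not measure the limit set by depth alone.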

Differences from the paper's values

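In the paper's qPCR normalized to 18S rRNA, the median level of Lgals3 in RIAKI was about 29 relative to controls (Fig. 4a, read by eye), and in the sequencing data it was 8.86. Ddost was at about 1.8 in the paper (Fig. 4d, read by eye) and at 0.879 here, and Prkcsh at about 1.8 in the paper (Fig. 4c, read by eye) and at 0.748 here. The paper's animal experiment had 10 mice per group, and the sequencing files hold 6 per group. None of the alternatives set before the data were examined, all of them recomputed for these 3 genes, came within 1.5 times of the paper's values. For Lgals3, both assays gave a rise.

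The paper states that Ddost and Prkcsh transcripts were higher in RIAKI. In the sequencing data, neither gene was called as higher under any setting, and the upper 95% bounds of their log2 fold changes were 0.15 and 0.026.

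Fig. 3 shows Hallmark pathways at a false discovery rate that differs from the threshold of 0.05 used here, and the lists here are not the Hallmark sets. The list of NF-κB and immediate early target genes, set against TNF signaling by NF-κB in the figure, was called as higher. Lists for the unfolded protein response, epithelial to mesenchymal transition, TGF-β, MYC targets, coagulation and IL2-STAT5 were also called as higher. Those for oxidative phosphorylation, peroxisome, cholesterol and bile acids were called as lower. All these directions are as in the figure. Some of these calls were lost in other tests. With an estimated correlation, the adjusted p was 0.175 for the unfolded protein response, 0.175 for IL2-STAT5, 0.143 for oxidative phosphorylation and 0.0534 for cholesterol. With Reactome sets, which differ from the lists in members, it was 0.169 for the unfolded protein response, 0.115 for the clotting cascade and 0.0724 for TNF signaling. IL2-STAT5 had 0.0552 without RIAKI replicate 2. The following were not called as in the figure. The figure's z-score gives the direction of most genes of a pathway, whereas the set test compares a list with all other genes. Counted by called members, hypoxia, mTORC1, pro-apoptotic, anti-apoptotic and G2/M genes had more higher than lower ones, as in the figure. The enzymes removing reactive oxygen species had 8 of each, and complement genes had 4 higher and 5 lower. The paper shows hypoxia as higher, and here 8 of 32 genes were higher and 7 lower, with an adjusted p of 0.432; fry called the list as higher (8.96e-05). The paper shows mTORC1 signaling as higher, and here the adjusted p was 0.132; fry (0.00681) and the Reactome set (0.0461) were higher. For apoptosis, shown as higher, the pro-apoptotic list had an adjusted p of 0.147, while fry (3.65e-05) and the Reactome set (2.00e-07) were higher. The anti-apoptotic list had 0.0696 and was called as higher with fry (0.000106), without a filter (0.0387), without RIAKI replicate 4 (0.0480) and, in an alternative chosen after seeing the values, in 8 libraries (0.0283). For reactive oxygen species, shown as higher, the list of enzymes had 0.739, fry called it as higher (0.000824), and the list of NRF2 targets was called as higher. Complement, shown as higher, had 0.962 here and was called under no setting. For G2/M, shown as higher, the list had 0.713, and the Reactome set for mitotic prometaphase was higher (0.0270). Heme metabolism is shown as lower, and the list of heme and iron handling genes was higher, with an adjusted p of 0.00506 and an adjusted p of 0.0626 with an estimated correlation. The Reactome set for iron uptake and transport was not called (0.473). Erythroid markers were lower, with an adjusted p of 0.0398 and an adjusted p of 0.334 with an estimated correlation.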

Other observations

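Markers of each tubule segment with a list fell in RIAKI, those of the distal segments included. Of 14 markers of the thick ascending limb, 12 were lower and 0 were higher (0 higher and 12 lower adjusted over the list alone), with a median log2 fold change of −2.05 (set test, adjusted p = 6.87e-10). Egf, one of these markers, stands in Table 2 and is not independent evidence. Of 8 markers of the distal convoluted tubule, 7 were lower and 0 were higher (0 higher and 7 lower adjusted over the list alone), with a median of −1.68 (adjusted p = 2.52e-05), among them Slc12a3, the thiazide-sensitive cotransporter (−1.47, SE 0.26), and Pvalb (−4.53, SE 0.35). Of 16 markers of the connecting tubule and principal cells, 12 were lower and 0 were higher (0 higher and 12 lower adjusted over the list alone), with a median of −1.04 (adjusted p = 4.00e-05). Of 11 markers of intercalated cells, 6 were lower and 0 were higher (0 higher and 6 lower adjusted over the list alone), with a median of −1.08 (adjusted p = 0.00445, and 0.0796 on the fit with DESeq2). Of the genes whose proteins the paper uses as segment markers, Lrp2 (megalin) had a log2 fold change of −1.59 (SE 0.15) and Aqp2 (aquaporin-2) one of −0.88 (SE 0.23), while Slc12a1 and Calb1 stand in Table 2. Among 11 podocyte markers, 1 was higher, Nphs1, and 1 was lower, Clic5 (−1.63, SE 0.22) (1 higher and 1 lower adjusted over the list alone), with an adjusted p of 0.560. Endothelial markers (16 measured) had 0 higher and 2 lower (0 higher and 1 lower adjusted over the list alone), with an adjusted p of 0.521. Fibroblast and mural cell markers (14 measured) had 4 higher and 4 lower (4 higher and 4 lower adjusted over the list alone), with an adjusted p of 0.853. Erythroid markers fell, with 5 of 6 lower and 0 higher (0 higher and 5 lower adjusted over the list alone), an adjusted p of 0.0398, which lay between 0.0509 and 0.0709 without RIAKI replicate 2, 4, 5 or 6 or control replicate 4, 5 or 6, and an adjusted p of 0.334 with an estimated correlation. The call was also lost on the fits with the exact test (0.102) and DESeq2 (0.212), without a filter (0.143) and with a stricter filter (0.0941).

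Of 16 ferroptosis genes, 9 were higher and 0 were lower (10 higher and 0 lower adjusted over the list alone), with a median of 0.86 (adjusted p = 2.39e-05). The higher genes included Acsl4, which activates polyunsaturated fatty acids (1.49, SE 0.15), and Gch1, which makes the antioxidant tetrahydrobiopterin (5.51, SE 0.44), so that genes known to favor and to restrain ferroptosis rose. Of 23 heme and iron handling genes, 12 were higher, such as the biliverdin reductase gene Blvrb (2.68, SE 0.17), and 4 were lower (12 higher and 5 lower adjusted over the list alone), with an adjusted p of 0.00506, which was 0.0626 with an estimated correlation and 0.473 with the Reactome set for iron uptake and transport. Of 19 circadian clock genes, 3 were higher and 8 were lower (3 higher and 8 lower adjusted over the list alone), with an adjusted p of 0.187, and fry called the list as lower (0.000704). The clock output genes Hlf (−2.56, SE 0.25) and Tef (−2.37, SE 0.24) were lower and Nfil3 (2.04, SE 0.44) was higher. Of 24 interferon-induced genes, 1 was higher and 2 were lower (1 higher and 1 lower adjusted over the list alone), with a median of −0.046, a mean of 0.11 and an adjusted p of 0.923. Of 5 adipocyte, 3 skeletal muscle, 2 lymphocyte and 1 adrenal markers with enough counts, 0 passed edgeR's quasi-likelihood test, also when adjusted over each list alone. Of these 11 genes, 3 had an unadjusted p under 0.05, and 1 was called by edgeR's exact test, 0 by DESeq2 and 2 by limma voom. Table 1 names Spp1 as sphingosine-1-phosphate phosphatase 1, the product of Sgpp1. Sgpp1, chosen after its value was seen, had a log2 fold change of −0.95 (SE 0.19), and the value in Table 1 matches that of Spp1, osteopontin.

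In the 3 patterns that follow, the tests of neutrophil transcripts and of the scaling of the libraries were chosen before their results were seen, and the other tests after. Lgals3 rose in RIAKI, and RNA of invading leukocytes is a candidate source. More macrophages of the resident kind, with unchanged transcripts in each, would raise all their transcripts by as much. The median log2 fold change of 18 macrophage and monocyte markers was 0.57 (quartiles 0.034 to 1.34), below the lower 95% bound of Lgals3, 2.85. However, Cd68 and Itgam (3.85, SE 1.12) rose by amounts near that of Lgals3. Invading cells need not carry all 18 transcripts at the levels of resident macrophages, so this median cannot exclude them as a source. More neutrophils would bring S100a8 and S100a9, their most abundant transcripts, which together reached 26.3 CPM in RIAKI while Lgals3 gained 272 CPM. Invading macrophages or monocytes with other transcripts than the resident ones, and higher Lgals3 within macrophages, stay open. Higher Lgals3 within cells of the distal nephron segments, to which the paper's staining in Fig. 4f confines the protein, stays open too. These sources were not tested.

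Markers of the distal nephron fell. Dilution by RNA of other cells would lower the markers of all resident cell types alike, but the median was −0.15 for endothelial markers and −0.10 for podocyte markers, against −2.05 for those of the thick ascending limb. A loss of thick ascending limb cells with unchanged transcripts in the remaining cells would lower markers found only in these cells by a common factor. The 14 markers ranged from −4.48 for Egf to −0.60 and differed by more than their errors (Cochran's Q of 407 against the chi-square distribution, p = 8.86e-79, treating genes as independent). Egf is a gene of Table 2 and overlaps another gene with counts. Markers shared with other cells would fall by less, so this range cannot exclude a loss of cells. Lower transcription within living cells, alone or with a loss of cells, may account for this range and stays a hypothesis, as does a loss of cells alone. Umod, chosen after its values were seen and overlapping another gene with counts, had a log2 fold change of −0.96 and Slc12a1 one of −4.30.

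Ddost and Prkcsh were not higher in RIAKI. Too few counts would leave a wide interval, but the larger of the upper 95% bounds was 0.15, below 0.5. Under other scalings of the libraries (RLE, totals only, without ribosomal RNA genes, totals implied by the TPM), the log2 fold changes of both genes stayed between −0.42 and −0.11. A change of the 18S rRNA used as the qPCR reference, and other mice than those of the qPCR, stay open and were not tested here.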
